# ARHGAP18 complexes with both YAP and Merlin and is required for basal actin bundles

**DOI:** 10.1091/mbc.E26-03-0143

**Published:** 2026-06-30

**Authors:** Emma C. Murray, Gillian M. Hodge, Khanh Pham, Shane Fraher, Leighton S. Lee, Cameron A.R. Mitchell, Namya Manoj, Christine E. Schaner Tooley, Yongho Bae, Andrew T. Lombardo

## Abstract

The organization of the cell's cytoskeletal filaments is coordinated through a complex network of signaling cascades activated by both internal and external cues. Two major actin regulatory pathways are signal transduction through Rho family GTPases and growth and proliferation signaling through the Hippo pathway. These two pathways define the actin cytoskeleton, controlling foundational cellular attributes such as morphology and the organization of actin-based structures, and are hijacked to promote proliferation and motility in aggressive cancers. In this study, we use human epithelial cells to investigate the interplay between the Hippo and Rho Family signaling pathways. We identify that the RhoA GTPase-activating protein, ARHGAP18, forms a complex with two Hippo pathway components, the tumor suppressor Merlin (NF2), and the transcriptional coactivator YAP. Using super-resolution STORM microscopy, we characterize single-filament-level changes in the actin cytoskeleton that arise from CRISPR/CAS9 knockout of ARHGAP18. We report that the loss of ARHGAP18 results in cytoskeletal alterations associated with dysregulation of RhoA signaling at apical structures and aberrant nuclear localization of YAP. These findings provide additional support for models suggesting that Hippo and Rho family GTPase signaling cascades may be temporally and spatially coordinated in the regulation of the actin cytoskeleton.

## Abstract (executive summary)

- Rho GTPases regulate actin via spatially precise signaling. ARHGAP18, a RhoA GAP, has previously been linked to HIPPO signaling, yet the mechanism and its direct link to HIPPO signaling are unclear.
- ARHGAP18 loss ablates nearly all basal actin bundles and focal adhesions in human cells. These defects can be rescued by a GAP-deficient variant, indicating a RhoA GAP-independent function. ARHGAP18 forms a complex with HIPPO signaling components YAP and Merlin through an N-terminal region outside its GAP domain.
- Future work will be required to define whether HIPPO and RhoA signaling are coordinated through ARHGAP18.

## INTRODUCTION

Extracellular signals are transduced through the cell membrane, in part through receptor ligand activation of Rho family GTPases. Rho family proteins bind and cycle between an active, guanosine triphosphate (GTP) bound state and an inactive guanosine diphosphate (GDP) bound state. This cycling has traditionally been referred to as a “molecular switch” that turns on or off major actin regulatory components (Hall and Nobes, 2000). These components include the actin-based molecular motor non-muscle myosin 2 (NM-Myo-2) through Rho-associated kinase (ROCK) or the actin severing protein cofilin, through LIM kinase (Julian and Olson, 2014). Recent understanding has advanced the “on/off” characterization of Rho GTPases to a more nuanced regulatory environment where both GTP and GDP-bound states promote molecular interactions temporally and spatially (Denk-Lobnig and Martin, 2019). Nonetheless, Rho family GTPases are well established as essential cellular signals for actin nucleation, polymerization, and organization into higher-order branched or bundled structures (Hall, 1998). These signals serve to order the cell into polarized domains, defining the shape of the cell, the morphological structures present (e.g., microvilli, focal adhesions, etc.), and the cell–cell contacts required to build tissues.

Recently, a conserved mechanism of actin regulation has emerged where domain-specific regulation by Rho effectors is controlled on a minute temporal and spatial scale (Landino *et al.*, 2021; Swider *et al.*, 2022; Sepaniac *et al.*, 2023; Jackson *et al.*, 2024). Our group recently characterized an epithelial-specific RhoA signaling pathway involving ARHGAP18 organizing at the apical surface of polarized cells on the scale of 100 nm (Lombardo *et al.*, 2024). Separately, we showed in human colorectal CaCo-2 cells that the RAB GTPase-activating protein (GAP) Epi64A localizes to an approximately 75 nm region at the base of microvilli to regulate the terminal web of actin, controlling cell shape (Miller *et al.*, 2022). Collectively, these findings indicate that from flies to humans, the cell regulates Rho family GTPases on the scale of each actin structure to build the correct structure at the correct time. In the progress of our studies, we discovered an unexpected phenotype in cells genetically lacking ARHGAP18. These cells exhibited a basal membrane actin phenotype opposite to what would be expected from the loss of a RhoA GAP, challenging the emerging model in the field.

ARHGAP18 shows a strong specificity for accelerating the hydrolysis of GTP of RhoA in epithelial cells (Maeda *et al.*, 2011) but also exhibits increased activity toward RhoC in endothelial cells (Chang *et al.*, 2014). RhoA-GTP regulates the actin cytoskeleton by promoting multiple downstream kinase pathways. Of these, two kinases are required for the formation of organized actin in polarized epithelial cells: Rho-associated protein kinase (ROCK) and the homologues Lymphocyte Oriented Kinase/ STE20-like Kinase (LOK/SLK). These kinases increase actin bundling in both stress fibers through non-muscle myosin-2 (NM-Myo-2) and microvilli through activation of the Ezrin, Radixin, Moesin (ERM) family in concert with recruitment of additional microvilli-specific components (Gaeta *et al.*, 2021; Zaman *et al.*, 2021; Morales *et al.*, 2023). RhoA GAPs limit these effects by accelerating the transition of RhoA, negatively regulating it toward its inactivated GDP-bound state. Thus, increased RhoA GAP activity canonically scales inversely with the formation of bundled actin filaments. However, ARHGAP18 knockdown results in the disorganization of stress fibers in human cells (Lay *et al.*, 2019). The fly homolog of ARHGAP18 was similarly reported to positively regulate actin bundling through Rho1 and was subsequently named conundrum (Conu) due to this unexpected phenotype (Neisch *et al.*, 2013). Astonishingly, knockdown of ARHGAP18 in human 3D spheroids was reported to reduce NM-Myo-2 activation and resulted in a loss of stress fibers (Porazinski *et al.*, 2015).

To explain these results, ARHGAP18 is hypothesized to act as a non-traditional RhoA GAP where genetic screening linked its enigmatic function to the cytoskeletal transcription factor Yes-associated protein (YAP; Porazinski *et al.*, 2015). Additionally, in ARHGAP18 deleted mice, YAP inappropriately localizes to the nucleus (Coleman *et al.*, 2020). YAP and the transcriptional co-activator with PDZ-binding motif (TAZ) are the downstream effectors of the Hippo pathway. Hippo signaling originates with mechanosensation and serum availability at apical and junctional membranes in part through the ERM-related protein Merlin (also known as neurofibromin 2 or NF2; Harvey *et al.*, 2013; Reginensi *et al.*, 2016). Hippo signaling shuttles YAP and TAZ between the cytoplasm and nucleus. When localized to the nucleus, YAP/TAZ promotes transcriptional changes associated with cell proliferation and actin polymerization. Phosphorylation of YAP at the S127 residue targets it to the cytoplasm for eventual degradation. Alternatively, the activation of YAP and TAZ is pervasive in human malignancies (Zanconato *et al.*, 2016). The combined results of the studies linking ARHGAP18 to YAP/TAZ reported both upstream and downstream regulation, indicating a possible feedback loop. However, the mechanism of this potential relationship remained unknown.

In this manuscript, we characterize alterations in actin network organization in Jeg-3 human epithelial cells lacking ARHGAP18. Using super-resolution STORM microscopy to resolve actin filament architecture at <40 nm resolution, we observe a pronounced reduction in basal actin bundles, including stress fibers and filopodia, following ARHGAP18 loss. Using a GAP-deficient ARHGAP18 variant, we find evidence suggesting that ARHGAP18 may influence actin organization through both GAP-dependent and GAP-independent mechanisms. In apical actin structures, such as microvilli, we've recently observed expected defects for the loss of a RhoA GAP consistent with overactive RhoA signaling (Lombardo *et al.* 2024). However, in basal actin structures, such as focal adhesions and stress fibers, the near-total loss of actomyosin bundles is inconsistent with enhanced local RhoA signaling. In parallel, ARHGAP18 is found to associate with the Hippo pathway components YAP and Merlin, with changes in YAP localization upon loss of ARHGAP18 correlating with cytoskeletal alterations, suggesting a potential Rho GAP-independent contribution. However, the functional consequences of the ARHGAP18 to YAP and Merlin interactions remain to be fully determined. Together, these findings are consistent with a model in which ARHGAP18 may contribute to the coordination of Hippo and Rho family signaling pathways in regulating actin cytoskeletal organization, although the precise mechanistic links underlying this coordination remain an important area for future investigation.

## RESULTS

### ARHGAP18 preferentially localizes to microvilli yet maintains a reduced presence in the cytoplasm and nucleus

To characterize ARHGAP18 localization in wild-type epithelial cells, we used immunofluorescent staining of WT mouse intestinal tissue against ARHGAP18. We co-stained with phalloidin (actin), DAPI (nucleus), and Ezrin (microvilli) to characterize which domains ARHGAP18 was present in epithelial cells of the gut. Super Resolution by Optical Pixel Reassignment (SORA) confocal images revealed that ARHGAP18 is enriched but not exclusively localized to the apical membrane of wild type (WT) epithelial cells (Figure 1, A–C). The enrichment of ARHGAP18 at the apical surface corresponds with our group's recent characterization of the regulation of microvilli through direct binding of ARHGAP18 to Ezrin (Lombardo *et al.* 2024). Quantification of the super-resolved ARHGAP18 localization showed that while ezrin and actin staining were strongly depleted from the nucleus, ARHGAP18 maintained a moderate signal in the cytoplasm and a lower but present signal in the nucleus (Figure 1B).

**FIGURE 1:**
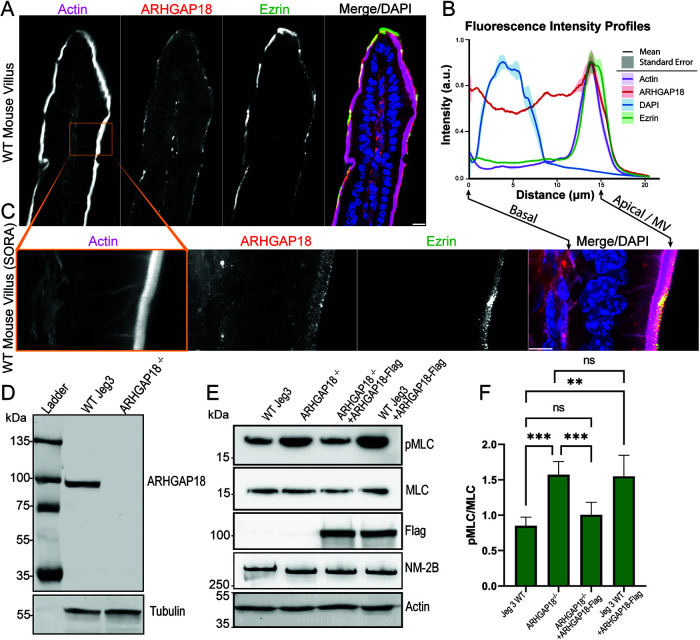
Characterization of ARHGAP18 in WT Mouse Intestinal Tissue and ARHGAP18 Knockout in Human Epithelial Cells. A) Spinning disk confocal immunofluorescent imaging of ezrin, ARHGAP18, and actin in WT mouse intestinal villi tissue. Scale bar 10 µm. B) Fluorescence intensity profiles of DAPI, anti-ARHGAP18, anti-ezrin, and phalloidin actin in WT mouse intestinal villi tissue. Intensity profiles are traced from the basal membrane to the lumen of the intestine through the nucleus of each individual cell measured. Dark lines indicate averaged intensity across all measured cells while the shaded region indicates the standard error of the mean along the profile. The DAPI peak indicates the averaged position of the nucleus while the colocalized ezrin actin peak indicate the averaged position of the microvilli with the measured intensity of ARHGAP18 relative to overlayed to indicate it's average relative abundance in each cellular structure. C) Spinning disk confocal SORA immunofluorescent imaging of DAPI, phalloidin actin, anti-ARHGAP18, and anti-ezrin in WT mouse intestinal villi tissue. Scale bar 5 µm D) Western blot of ARHGAP18 and Tubulin in WT Jeg-3 cells and ARHGAP18^-/-^ knockout (KO) cells. E) Western blot of Non-muscle Myosin 2B (NM-Myo-2B), Myosin Light Chain (MLC), anti-flag (ARHGAP18-flag), and phosphorylated MLC (pMLC) in WT and KO cells with tagged ARHGAP18 rescue or overexpression. F) Quantification of western blot intensity of the ratio of pMLC fraction over total MLC in the conditions from (E). Bars indicate Mean ± SEM; Significance by paired t-test (*n* = 6, * = *p* ≤ 0.05, ** = *p* ≤ 0.01, *** = *p* ≤ 0.001, n.s. = not significant).

### Overexpression and knockout of ARHGAP18 both induce increased myosin light chain phosphorylation

We sought to understand ARHGAP18’s potential role in regulating RhoA in the cytoplasm and nucleus through Western blotting of whole cell lysates. Previously, we produced and validated CRISPR/CAS9 knock out of ARHGAP18 in human epithelial Jeg-3 cells (Figure 1D) and characterized its apical and microvilli-specific function (Lombardo *et al.*, 2024). In microvilli, ARHGAP18 acts to suppress active RhoA, leading to reduced ROCK activation and lower myosin light chain phosphorylation (pMLC). We hypothesized that the overexpression of ARHGAP18 would result in reduced pMLC by decreasing the active fraction of RhoA at the apical membrane through ARHGAP18’s GAP activity. Counterintuitively, we found that cells overexpressing ARHGAP18 and cells lacking ARHGAP18 both show increased phosphorylation of myosin light chain (Figure 1, E and F). While surprising to us initially, we found that these results were supported by several previous characterizations in various model species of ARHGAP18’s unexpected phenotypes in response to knockdown or overexpression (Neisch *et al.*, 2013; Porazinski *et al.*, 2015; Lay *et al.*, 2019). While pMLC was sensitive to the abundance or absence of ARHGAP18, total expression levels of NM-Myo-2B, total MLC, and actin are unchanged across these conditions (Figure 1E). The increase in pMLC in ARHGAP18 overexpressing cells indicates a potential mechanism in which pMLC could be regulated independently of ARHGAP18’s GAP function.

### Cells lacking ARHGAP18 have disorganized basal actin and a loss of focal adhesions

Increased pMLC in the absence of ARHGAP18 is expected to result in increased stress fiber formation through the activation of NM-Myo-2. However, multiple independent investigations, including our own, had identified the loss of stress fibers in cells with reduced or lacking ARHGAP18 (Neisch *et al.*, 2013; Porazinski *et al.*, 2015; Lay *et al.*, 2019; Lombardo *et al.*, 2024). The true structure of actin filaments is well below the diffraction-limited resolution of light, which forms dense arrays of filaments at the plasma membrane cortex interface. To characterize the actin filament organization at the basal surface of cells lacking ARHGAP18, we employed Stochastic Optical Reconstruction Microscopy (STORM) to resolve the individual actin architecture to a spatial X-Y resolution of less than 40 nm. Jeg-3 cells were plated at a sub-confluent density and imaged at the leading sections of cell groupings where the cells were expanding into open areas in the culture dishes. Under these conditions, Jeg-3 WT cells showed numerous stress fiber bundles at the basal surface of the cell (Figure 2A). Actin filaments transitioned to lateral filaments running parallel to the plasma membrane and eventually to a canonical leading edge comprised of both cortical branched individual filaments and filopodia at the cell's plasma membrane. The orientation of the stress fibers and filopodia generally aligned with the axis going from the cell center to the cell exterior. In contrast to the WT actin organization, cells lacking ARHGAP18 exhibit a striking absence of both stress fibers and filopodia (Figure 2B). The actin of ARHGAP18 KO cells was organized into small bundles and long individual filaments. Notably, the orientation of the ARHGAP18 KO cells’ actin was substantially less aligned in the general axis going from the cell center to the cell exterior, as seen in the WT cells.

**FIGURE 2:**
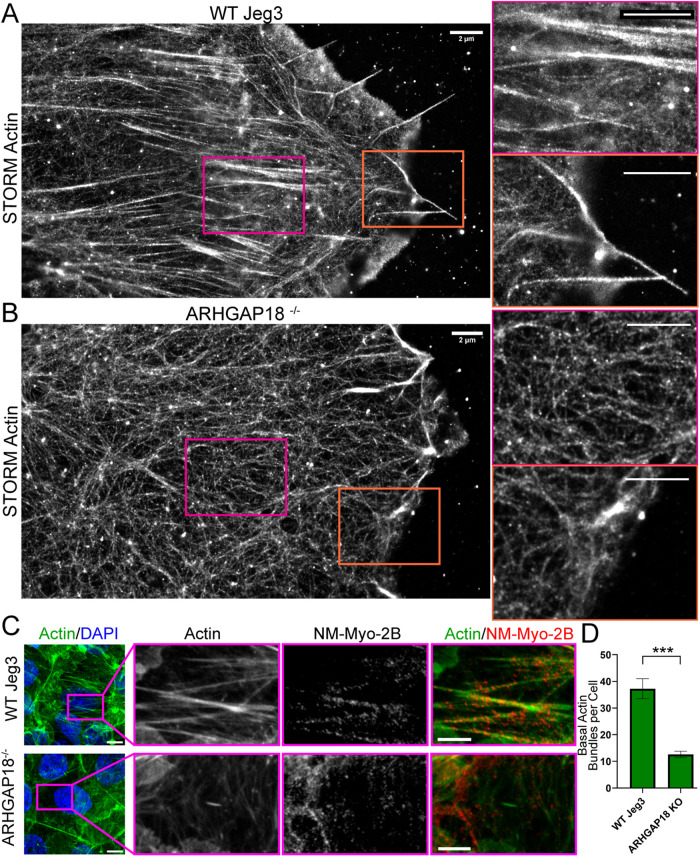
STORM Reconstruction of Individual Actin Architecture in WT and ARHGAP18 KO Jeg-3 Cells. A) STORM reconstructions of phalloidin stained actin in fixed Jeg-3 WT cells. Scale bar 2 µm; inset 2 µm. B) STORM reconstructions of phalloidin stained actin in fixed ARHGAP18 KO Jeg-3 cells. Scale bar 2 µm; inset 2 µm. C) Immunofluorescence imaging of actin and Non-Muscle Myosin-2B (NM-Myo-2B) in WT and ARHGAP18 KO cells. Scale bar 10 µm; inset 5 µm. D) Quantification of NM-Myo-2 actin colocalized bundles in WT and ARHGAP18 KO cells. Bars indicate Mean ± SEM; Significance by t-test (*n* = 32 cells, *** = *p* ≤ 0.001).

To further characterize the basal actin phenotype in cells devoid of ARHGAP18, we used immunofluorescent staining of NM-Myo-2B using spinning disk confocal microscopy. When levels of pMLC and active NM-Myo-2B are increased, the expectation would be an increase in the straight-puncta localization of NM-Myo-2B to contractile actin bundles associated with focal adhesions (Beach *et al.*, 2017). Stress fibers from WT cells showed actin colocalized with repeating striations of NM-Myo-2B, indicative of active, contractile fibers (Figure 2C). NM-Myo-2 still colocalized to actin in ARHGAP18-deficient cells but organized into smaller, more diffuse puncta (Figure 2, C and D). We previously reported that ARHGAP18-deficient cells were nearly twice as stiff as WT cells when measured by force indentation using atomic force microscopy (Lombardo *et al.*, 2024). Given these data, combined with our western blotting of pMLC, we concluded that NM-Myo-2B was still active in cells lacking ARHGAP18 and capable of forming into contractile bundles, but that the force-producing activity was not organizing the actin into large stress fiber bundles seen in the WT cells through an unknown mechanism.

### Cells lacking ARHGAP18 have transcriptional changes in actin and proliferation regulators

We hypothesized that the loss of basal actomyosin bundles observed at the basal surface of cells devoid of ARHGAP18 may be a result of changes in regulation at the transcriptional level. The molecular pathways driving the basal actomyosin defect were unknown, so we sought to perform a screen for transcriptional pathways that were altered in the cells lacking ARHGAP18. 

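Total RNA was sequenced from 4 cultures of WT Jeg-3 cells (WT 1 to WT 4) and 4 cultures labelled ARHGAP18 KO (KO 1 to KO 4), each grown for 48 h to 80% confluency. Jeg-3 is a human choriocarcinoma line that keeps features of placental trophoblast. The KO cells were made with CRISPR/Cas9, and the methods describe sorting of single cells and a screen by western blot without giving the number of clones that were sequenced. A difference between clones therefore cannot be separated from the loss of ARHGAP18.
Figure 3 shows 3 replicates per genotype, and the paper's text does not say which of the 4 these are. The colours of LCP1, CORO1A, MYO1E, MYO1D and MYO10 in Fig. 3F were compared with the deposited counts under all 576 assignments of libraries to columns. The columns matched WT 2, WT 3, WT 4, KO 2, KO 4 and KO 3, in this order, with a mean r of 0.9999 over the 5 genes, against 0.9713 for the best assignment that included WT 1 or KO 1. Replicates 2 to 4 of each genotype are therefore taken as the libraries of Fig. 3, an identification made after the counts had been seen. The paper gives no reason for leaving out WT 1 and KO 1, whose values are given beside the others.
The libraries were stranded and depleted of ribosomal RNA. The submitters' notes name bcl2fastq, nf-core/rnaseq, STAR and Salmon on GRCh38.p14, without the annotation release. The deposited values are Salmon's estimated counts per gene, not scaled for library size, with totals of 23761617 to 31885248 in the WT libraries and of 18304823 (KO 2) to 48390528 (KO 1) in the KO libraries. The counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood test over 15168 genes in replicates 2 to 4 and over 15165 genes in all 8 libraries. Genes were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change above 0.5. Levels are in counts per 1000000 counts (CPM), fold changes are KO over WT, and positions are on GRCh38.p14.
ARHGAP18 itself, on chromosome 6 from 129576132 to 129710177, measured 91.6, 87.1, 96.0 and 91.0 CPM in WT 1 to WT 4 and 79.2, 83.6, 93.0 and 93.3 CPM in KO 1 to KO 4. Its log2 fold change was −0.02 (SE 0.057, adjusted p = 0.91) in replicates 2 to 4 and −0.07 (SE 0.061, adjusted p = 0.61) in all 8 libraries. A small insertion or deletion at a guide's site need not lower the RNA, so this level does not test the labels. The loss of the protein is shown by western blot in Fig. 1D.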

To characterize changes at the transcriptional level, we performed total RNA sequencing (RNAseq) on WT-Jeg-3 and ARHGAP18 KO cells. We confirmed expression changes between WT and ARHGAP18 KO cells using PCA analysis (Figure 3A). 

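In log2 CPM of the 500 most variable genes, WT 2, WT 3 and WT 4 lay at −13.0, −30.5 and −39.3 on the first principal component (PC1). KO 2, KO 3 and KO 4 lay at 77.2, 14.5 and −8.97, so each KO library lay above each WT library. PC1 held 24.0% of the variance, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. With DESeq2's variance-stabilized counts in place of log2 CPM, KO 4 (−4.97) lay below WT 2 (−3.56) on PC1 (exact permutation test, p = 0.2). When the file's numbered copies of a gene were summed, PC1 of log2 CPM in replicates 2 to 4 held 55.2% of the variance. WT libraries then lay at −24.9 to −19.7 and KO libraries at 19.0 to 26.4 (exact permutation test, p = 0.1).
Adding the replicates that Fig. 3A does not show mixed the genotypes on PC1. WT 1 lay at 10.1, above KO 1 at −20.4 and KO 4 at −8.20, and PC1 held 18.9% of the variance (exact permutation test, p = 0.229). With all tested genes in place of the 500 most variable, the 4 KO libraries lay above the 4 WT libraries on PC1, which then held 19.5% (exact permutation test, p = 0.0286). The same order appeared when the file's numbered copies of a gene were summed into 1 gene, where PC1 held 44.7% of the variance (exact permutation test, p = 0.0286).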

The analysis revealed two distinct clusters corresponding to WT Jeg-3 and ARHGAP18 KO samples, suggesting clear transcriptomic differences between the two groups. 

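IGF2, the gene of an insulin-like growth factor on chromosome 11 from 2129117 to 2149566, measured 2081 ± 518 CPM in WT and 809 ± 37.7 CPM in KO cells (SD, n = 3). Its log2 fold change was −1.36 (SE 0.19, adjusted p = 0.018 from edgeR) in replicates 2 to 4. With all 8 libraries it was −1.32 (SE 0.15, adjusted p = 0.0037), with 2159 CPM in WT 1 and 930.2 CPM in KO 1. The neighbouring long noncoding RNA H19 had a log2 fold change of −1.92 (SE 0.30, adjusted p = 0.012) in all 8 libraries and −1.75 (SE 0.37, adjusted p = 0.05001 from edgeR and 0.0015 from DESeq2) in replicates 2 to 4. The file also holds a numbered copy, H19_1, at −2.12 (SE 0.44, adjusted p = 0.034 from edgeR) in all 8. The entries H19 and H19_1 had 3721 and 594 counts in KO 2 but 2219 and 4042 in KO 3. Neither entry alone thus gives the level of the whole gene. LIN28A, which encodes an inhibitor of let-7 maturation, fell from 210 ± 23.0 to 80.9 ± 8.07 CPM (SD, n = 3), a log2 fold change of −1.37 (SE 0.11, adjusted p = 0.0052 from edgeR), with 197 CPM in WT 1 and 60.1 CPM in KO 1. TGFB1, on chromosome 19 from 41330323 to 41353922, rose from 11.4 ± 0.570 to 28.8 ± 3.19 CPM (SD, n = 3), a log2 fold change of 1.34 (SE 0.11, adjusted p = 0.0056 from edgeR), with 12.5 CPM in WT 1 and 33.8 CPM in KO 1.
SERPINB6 and HAPLN1 were also higher, with log2 fold changes of 1.44 and 1.58 in replicates 2 to 4, and CELF2 and SDK2 lower, with −1.87 and −1.27. MAGED1 had a log2 fold change of 2.06 (SE 0.13, adjusted p = 0.0037) in replicates 2 to 4, but KO 1 had 13.6 CPM against 28.0 to 30.0 CPM in the other KO libraries. The small RNA genes RPPH1, SCARNA10 and RN7SL1 were called higher by edgeR in all 8 libraries (adjusted p = 0.038, 0.044 and 0.046) and not in replicates 2 to 4 (adjusted p = 0.081, 0.091 and 0.12). DESeq2 called all 3 in replicates 2 to 4 (log2 fold changes 1.83, 1.85 and 1.39, adjusted p = 0.015, 0.014 and 0.020). By edgeR the calls of RPPH1 and SCARNA10 ended without any 1 library other than WT 4 and KO 1, and that of RN7SL1 without any other than WT 4 (adjusted p = 0.061 to 0.13). The 7SL RNA, a part of the signal recognition particle, took 0.962% to 2.15% of the counts in WT and 2.75% to 3.87% in KO libraries (exact permutation test, p = 0.0286).
In replicates 2 to 4, edgeR called 670 genes, 400 higher and 270 lower in KO cells. From all 8 libraries it called 529, 321 higher and 208 lower, and 401 genes were called in both sets, each in the same direction in both. Without WT 2, WT 3, KO 2, KO 3 or KO 4 the count in the remaining 7 libraries fell to between 242 and 321. DESeq2, the tool the paper names, called 919 genes in replicates 2 to 4, 551 higher and 368 lower. Of the 16 ways to take 3 libraries per genotype, no other gave these counts. Of the genes on chromosome 8, 9.31% were called higher in all 8 libraries, against 1.99% of those on other chromosomes. Counts were also simulated at the library totals of replicates 2 to 4, with the spread estimated from all 8 libraries. In these, edgeR recovered 37% of the genes changed by 1.5 on the log2 scale, with 6 false calls among 55. DESeq2 recovered 72%, with 69 false calls among 188. The simulation changed 100 genes at each of 2 sizes and a list of 40, and the share of false calls depends on how many genes change. The spread within replicates 2 to 4 was not simulated either. These shares therefore need not hold for the calls made there.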

A total of 889 differentially expressed genes, with 551 upregulated and 368 downregulated genes, were identified in ARHGAP18 KO cells compared with WT Jeg-3 cells. 

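PXDN encodes a peroxidase of the extracellular matrix and lies on chromosome 2 from 1631887 to 1744901. It measured 68.2 ± 6.50 CPM in WT and 7.72 ± 0.496 CPM in KO cells (SD, n = 3), a log2 fold change of −3.14 (SE 0.10, adjusted p = 0.00061 from edgeR). The value in all 8 libraries was −2.71 (SE 0.30, adjusted p = 0.0038), with 62.3 CPM in WT 1 and 17.6 CPM in KO 1. The linker histone gene H1-3, on chromosome 6 from 26234212 to 26234987, fell from 16.5 ± 0.142 to 1.88 ± 0.0913 CPM (SD, n = 3). The log2 fold change was −3.12 (SE 0.090, adjusted p = 0.00054) in replicates 2 to 4 and −3.30 (SE 0.20, adjusted p = 0.00056) in all 8 libraries, with 16.4 CPM in WT 1 and 1.08 CPM in KO 1. Of 7 linker histone genes tested, H1-3 was lower and H1-5 higher in replicates 2 to 4, at log2 fold changes of −3.12 and 0.52, and H1-5 was chosen after its value was seen.
CAV1, the gene of the membrane coat protein caveolin-1 on chromosome 7 from 116525009 to 116561185, rose from 118 ± 2.20 to 258 ± 6.39 CPM (SD, n = 3). This is a log2 fold change of 1.14 (SE 0.031, adjusted p = 0.00054). The value in all 8 libraries was 0.97 (SE 0.11, adjusted p = 0.0045), since WT 1 had 161 and KO 1 231 CPM. PLCL1, on chromosome 2 from 197804593 to 198149863, measured 0.219 ± 0.0687 CPM in WT and 7.68 ± 0.930 CPM in KO cells (SD, n = 3). Its log2 fold change was 5.11 (SE 0.28, adjusted p = 0.0023) in replicates 2 to 4 and 4.99 (SE 0.39, adjusted p = 0.0015) in all 8 libraries, with 0.153 CPM in WT 1 and 3.23 CPM in KO 1.
SCARA3, a scavenger receptor gene on chromosome 8 from 27633463 to 27734141, rose from 16.4 ± 1.18 to 46.2 ± 1.39 CPM (SD, n = 3), a log2 fold change of 1.50 (SE 0.078, adjusted p = 0.0019 from edgeR). KO 1 had 22.8 CPM and WT 1 16.0 CPM. Over all 8 libraries the log2 fold change was 1.31 (SE 0.22, adjusted p = 0.017), and without WT 2, WT 3, KO 2, KO 3 or KO 4 the adjusted p lay between 0.053 and 0.059. Chromosome 8 as a whole was higher in KO libraries, with a median log2 fold change of 0.350 over 290 genes. The microRNA MIR9 is not among the genes of the file. The long noncoding host gene MIR9-3HG, on chromosome 15 from 89361579 to 89398488, fell from 25.1 ± 1.97 to 2.45 ± 0.452 CPM (SD, n = 3). This is a log2 fold change of −3.35 (SE 0.17, adjusted p = 0.0019) in replicates 2 to 4, with 26.0 CPM in WT 1 and 2.71 CPM in KO 1.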

The distribution of these DEGs was displayed in a volcano plot (Figure 3B).

**FIGURE 3:**
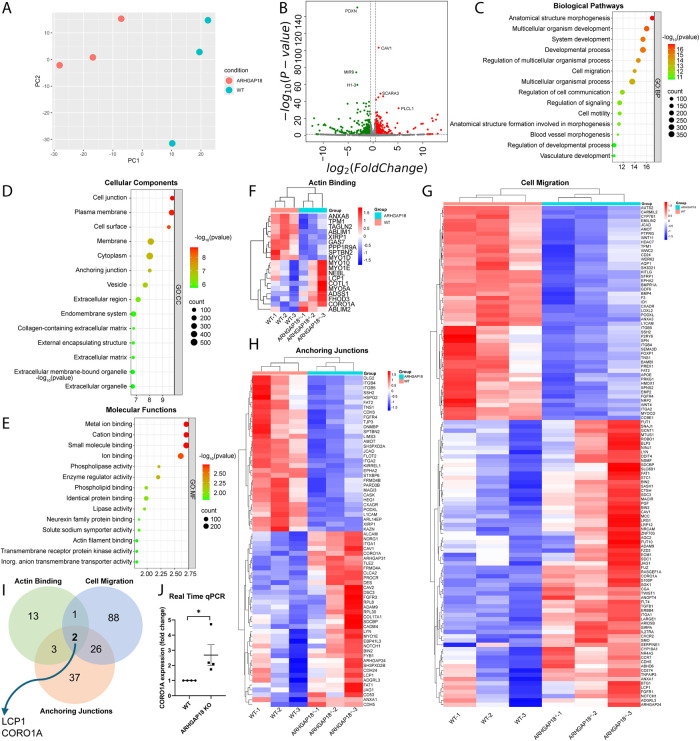
ARHGAP18 total RNA sequencing shows changes in transcription of actin regulatory processes. A) Principle Component Analysis (PCA) from total RNA sequencing results obtained from WT Jeg-3 and ARHGAP18 KO cells (*n* = 3). B) plot of adjusted p-value vs. log fold change in expression (volcano plot) with select genes identified. C) Go terminology analysis of biological pathways. Color indicates *p*-value, representing the likelihood that a pathway is altered in ARHGAP18 KO versus WT Jeg-3 cells while bubble size indicates the number of genes identified with altered expression. D) GO terminology analysis of Cellular components. E) GO terminology analysis of Molecular Functions. F) Heat map of the genes where the gene product is a known or predicted actin binding protein in each of the three biological replicates from WT Jeg-3 or ARHGAP18 KO cells. Color indicates fold change where blue is lower expression and red is increased expression compared with the other group. G) Heatmap similar to (F) for Cell Migration gene products H) Heatmap similar to (F) for Anchoring Junctional gene products. I) Venn diagram identifying genes that are combinations of the terms shown in (F–H). LCP1 and CORO1A's gene products bind actin and have been characterized to play a role at anchoring junctions and in cell migration. J) Real Time qPCR analysis of CORO1A expression (fold change) between Jeg-3 WT and ARHGAP18 KO cells. Conditions are significant by ratio paired *t* test, *n* = average of 4 replicates (* = *p* ≤ 0.05).

To further explore the impact of ARHGAP18 KO on overall cell functions, we performed Gene Ontology (GO) enrichment analysis and identified that across different GO categories, cell morphology, migration, junctional anchoring, and actin filament binding terms were significantly altered in cells lacking ARHGAP18 (Figure 3, C–E). Additionally, numerous terms related to microvilli and the apical plasma membrane, including ion binding, lipid binding, and plasma membrane binding, were also enriched. 

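Lists of genes for these functions had been written before the data were examined, from general knowledge and after the paper's figures had been read. Of 114 tested genes of actin filament binding proteins, 10 were higher and 6 lower in replicates 2 to 4 (10 and 8 when adjusted over the list alone). ABLIM1, which encodes an actin-binding LIM protein, had a log2 fold change of −2.16 (SE 0.19, adjusted p = 0.0065) in replicates 2 to 4, but −1.28 (SE 0.74, adjusted p = 0.37) in all 8 libraries. COTL1, the gene of coactosin-like protein 1, had a log2 fold change of 0.57 (SE 0.054, adjusted p = 0.0073) in replicates 2 to 4 and 0.59 (SE 0.085, adjusted p = 0.0099) in all 8. The actin cross-linker gene XIRP1 was lower, at a log2 fold change of −1.66 (adjusted p = 0.031) in replicates 2 to 4 and −1.44 (adjusted p = 0.029) in all 8, a call that ended without WT 2, WT 3, WT 4, KO 2 or KO 3 (adjusted p = 0.074 to 0.092). SPTBN2 was lower in all 8 libraries (log2 fold change −1.11, adjusted p = 0.044) and did not pass with edgeR in replicates 2 to 4 (adjusted p = 0.063, against 0.032 from DESeq2) or without WT 1, WT 2, WT 3, WT 4, KO 2 or KO 4 (adjusted p = 0.082 to 0.12). ABLIM1 and COTL1 were chosen after their values were seen, as were the junction genes named apart from DSC3.
Of 49 tested genes of cell-cell junctions, 1 was higher and 4 were lower in replicates 2 to 4 (2 and 4 when adjusted over the list alone). The lower genes were CXADR, PARD3B, CDH3 and TJP3, with log2 fold changes of −1.102, −0.69, −0.56 and −0.53. The desmosomal cadherin gene DSC3 was the higher one, at a log2 fold change of 0.92 (adjusted p = 0.0065) in replicates 2 to 4 and 1.097 (SE 0.22, adjusted p = 0.029) in all 8 libraries. DSC3 was the only member called by edgeR in all 8 libraries, and KO 1 had 73.7 CPM of it against 38.6 to 42.6 CPM in KO 2 to KO 4. Its call ended without WT 2, WT 3, WT 4, KO 3 or KO 4 (adjusted p = 0.057 to 0.094). No member was called higher or lower among 46 genes of cell proliferation in either set at both of edgeR's thresholds, and MKI67 and TOP2A had log2 fold changes of −0.10 (SE 0.083, adjusted p = 0.55) and −0.14 (SE 0.048, adjusted p = 0.14) in all 8.
As sets, compared with all other genes by camera at a preset correlation, actin filament binding proteins and junctions were lower in replicates 2 to 4 (adjusted p = 0.022 and 0.047, median log2 fold changes −0.08 and −0.11). With an estimated correlation (0.011 and 0.027, against the preset 0.01) the adjusted p was 0.21 and 0.26, and in all 8 libraries at the preset correlation 0.35 and 0.47. Cell proliferation did not pass camera in either set (adjusted p = 0.43 and 0.47). By fry, which tests members without comparing them with other genes, actin filament binding proteins and junctions were lower in replicates 2 to 4 (adjusted p = 0.022 and 0.047). They were not in all 8 (0.54 and 0.54).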

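Of 23 tested genes of microvilli and the apical cortex, 3 were higher (ESPN, MYO1E and MYO10) and 2 lower (MYO1D and PODXL) in replicates 2 to 4. PODXL, which encodes the apical sialoprotein podocalyxin, had a log2 fold change of −1.25 (adjusted p = 0.028) in replicates 2 to 4 and −1.26 (SE 0.16, adjusted p = 0.0064) in all 8 libraries. The actin bundler gene ESPN averaged 0.436 CPM in WT and 0.786 CPM in KO cells over all 8 libraries, where it was not called (adjusted p = 0.24), and had a log2 fold change of 1.38 (SE 0.27, adjusted p = 0.039) in replicates 2 to 4. It was chosen after its value was seen. EZR, the gene of ezrin, was not called, at log2 fold changes of 0.02 (adjusted p = 0.83) in replicates 2 to 4 and 0.01 (adjusted p = 0.97) in all 8. The fimbrin genes PLS1 and PLS3 had log2 fold changes of −0.13 and −0.13 (adjusted p = 0.59 and 0.45) in replicates 2 to 4. As a set these genes did not move one way (camera, adjusted p = 0.96 in replicates 2 to 4 and 0.93 in all 8 libraries).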

To investigate the expression changes of specific genes associated with these terms across all of our samples, we plotted the expressional patterns of each gene into clustered heatmaps (Figure 3, F–H). Microvilli-specific regulators included multiple myosin motor proteins responsible for membrane-to-plasma membrane linkages (Myo1E and Myo1D) and transport of lipid and protein vesicles inside microvilli (Myo10). 

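MYO1E, on chromosome 15 from 59132434 to 59372871, measured 61.8 ± 3.31 CPM in WT and 92.0 ± 2.85 CPM in KO cells (SD, n = 3). Its log2 fold change was 0.58 (SE 0.050, adjusted p = 0.0060) in replicates 2 to 4 and 0.62 (SE 0.052, adjusted p = 0.0017) in all 8 libraries, with 60.1 CPM in WT 1 and 102 CPM in KO 1. MYO1D, on chromosome 17 from 32492522 to 32877124, fell from 9.26 ± 1.19 to 2.96 ± 0.863 CPM (SD, n = 3). The log2 fold change was −1.64 in both sets (SE 0.25, adjusted p = 0.021 in replicates 2 to 4, and SE 0.22, adjusted p = 0.0076 in all 8), with 11.8 CPM in WT 1 and 3.81 CPM in KO 1. MYO10, on chromosome 5 from 16661907 to 16936288, rose from 118 ± 7.13 to 174 ± 3.31 CPM (SD, n = 3), a log2 fold change of 0.56 (SE 0.048, adjusted p = 0.0058 from edgeR). WT 1 had 122 and KO 1 150.2 CPM of MYO10, and in all 8 libraries its log2 fold change of 0.497 (SE 0.062, adjusted p = 0.0059) stayed just under the minimum of 0.5. Without WT 1, WT 2 or KO 1 it passed this minimum, at up to 0.548. MYO5A, another myosin gene of the actin list, was higher in both sets (log2 fold changes 0.66 and 0.76), and was chosen after its value was seen.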

By comparing the proteins that meet the shared characteristics of anchoring junctions, cell migration, and actin binding (Figure 3I) we identified LCP1, also known as L-plastin, as upregulated in ARHGAP18-deficient cells. 

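LCP1 lies on chromosome 13 from 46125923 to 46182177 and encodes an actin-bundling plastin. It measured 607 ± 58.4 CPM in WT and 877 ± 78.2 CPM in KO cells (SD, n = 3), which is 1.45 times the WT level. The log2 fold change was 0.54 (SE 0.10, adjusted p = 0.037) in replicates 2 to 4. Over all 8 libraries it was 0.56 (SE 0.096, adjusted p = 0.017), with 515 CPM in WT 1 and 817 CPM in KO 1, and each KO library had more LCP1 than each WT library (exact permutation test, p = 0.0286). Leaving out WT 3 gave an adjusted p of 0.061 from edgeR. DESeq2 called LCP1 in both sets, at an adjusted p of 8.0e-08 in replicates 2 to 4 and 1.6e-07 in all 8 libraries.

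**Figure D1:**
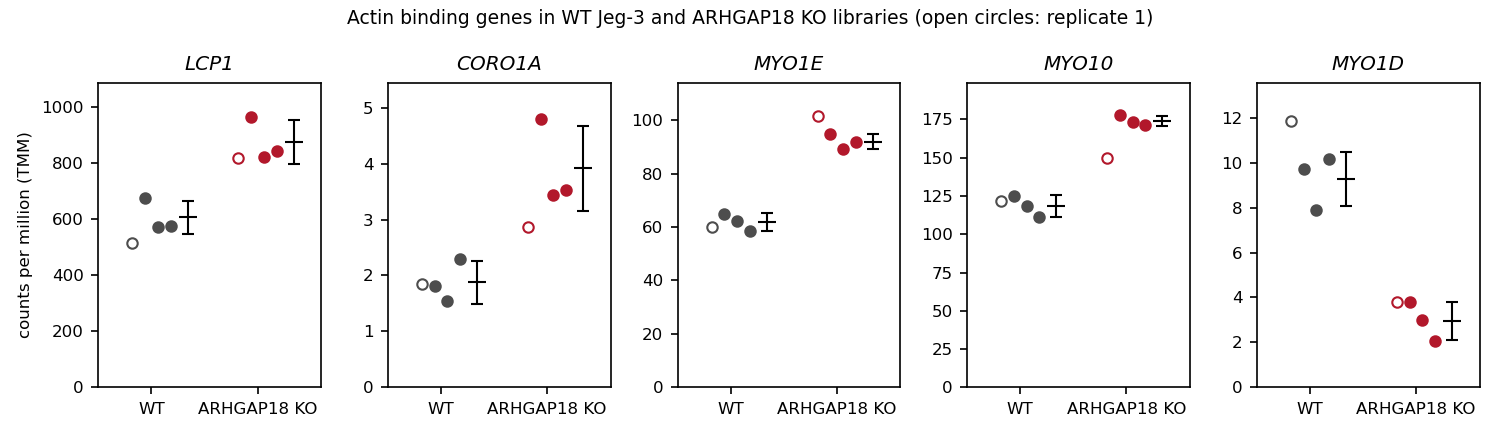
Levels of LCP1, CORO1A, MYO1E, MYO10 and MYO1D in CPM (TMM scaled), 1 circle per library, WT in grey and KO in red, with replicate 1 of each genotype as an open circle. Black marks with bars are the mean ± SD of replicates 2 to 4 (n = 3). KO libraries lie above WT libraries for LCP1, CORO1A, MYO1E and MYO10 and below them for MYO1D.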

Plastin-1 is a predominant actin bundler in microvilli (also called Fimbrin), while L-plastin is associated with tumorigenesis when expressed outside of bone. A second gene, CORO1A (Coronin 1), was also identified, which is involved with RhoA-dependent signaling (Priya *et al.*, 2016). 

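CORO1A lies on chromosome 16 from 30183602 to 30189076 and was expressed at a low level. It measured 1.88 ± 0.381 CPM in WT and 3.92 ± 0.758 CPM in KO cells (SD, n = 3), which is 2.09 times the WT level. The log2 fold change was 1.06 (SE 0.22, adjusted p = 0.045) in replicates 2 to 4 and 0.96 (SE 0.19, adjusted p = 0.030) in all 8 libraries, where WT 1 had 1.84 CPM and KO 1 2.86 CPM. By edgeR the call in all 8 libraries ended when WT 1, WT 2, WT 3, KO 2, KO 3 or KO 4 was left out (adjusted p = 0.066 to 0.093). DESeq2 called CORO1A in both sets, at an adjusted p of 0.0054 in replicates 2 to 4 and 0.0017 in all 8 libraries.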

We validated the RNA-seq result for CORO1A by RT-qPCR and found that the expression changes between WT and ARHGAP18 KO cells were statistically significant (Figure 3J). These results are in agreement with our previous characterization of ARHGAP18 in the biogenesis and maintenance of microvilli at the apical membrane through RhoA (Lombardo *et al.*, 2024).

Further analysis of the individual gene products associated with actin binding, cell migration, and anchoring junctions identified proteins associated with actin and cell adhesion at the basal surface. 

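ITGA1 and ITGA2 lie side by side on chromosome 5, from 52787916 to 52959209 and from 52989352 to 53094779, and moved in opposite directions in replicates 2 to 4. ITGA1 rose from 1.91 ± 0.541 to 6.96 ± 0.704 CPM (SD, n = 3), a log2 fold change of 1.87 (SE 0.23, adjusted p = 0.013 from edgeR). With WT 1 and KO 1 included it was 1.83 (SE 0.17, adjusted p = 0.0025), with 2.02 CPM in WT 1 and 6.88 CPM in KO 1. ITGA2 fell from 2.86 ± 0.180 to 1.33 ± 0.137 CPM (SD, n = 3), a log2 fold change of −1.09 (SE 0.14, adjusted p = 0.014 from edgeR). KO 1 had 7.98 CPM of ITGA2, above the 2.67 CPM of WT 1 and every other library. In all 8 libraries the ITGA2 log2 fold change was therefore 0.11 (SE 0.63, adjusted p = 0.95), and −1.08 without KO 1 (adjusted p = 0.0070).
ITGB5, on chromosome 3 from 124761948 to 124901418, fell from 77.0 ± 9.48 to 53.1 ± 1.11 CPM (SD, n = 3). Its log2 fold change was −0.53 (SE 0.092, adjusted p = 0.030) in replicates 2 to 4 and −0.60 (SE 0.079, adjusted p = 0.0071) in all 8 libraries, with 84.6 CPM in WT 1 and 49.3 CPM in KO 1. ITGB4, on chromosome 17 from 75721459 to 75757818, fell from 356 ± 29.2 to 236 ± 22.0 CPM (SD, n = 3), a log2 fold change of −0.59 (SE 0.090, adjusted p = 0.022 from edgeR). With WT 1 (373 CPM) and KO 1 (311 CPM) included, it was −0.498 (SE 0.11, adjusted p = 0.046) and missed the minimum of 0.5, and without KO 1 it was −0.61 (adjusted p = 0.0097). TNS1, which encodes the focal adhesion protein tensin-1 on chromosome 2 from 217799791 to 218033982, fell from 6.77 ± 1.1004 to 3.91 ± 0.287 CPM (SD, n = 3), a log2 fold change of −0.79 (SE 0.15, adjusted p = 0.039 from edgeR). WT 1 had 14.5 CPM of TNS1 and KO 1 3.03 CPM, and in all 8 libraries the log2 fold change was −1.24 (SE 0.30, adjusted p = 0.052 from edgeR), called without WT 1 or WT 4 (adjusted p = 0.038 to 0.048). DESeq2 called TNS1 in all 8 libraries too (−1.25, SE 0.29, adjusted p = 0.00040).
Of 29 tested genes of the focal adhesion plaque, edgeR called TNS1 alone in replicates 2 to 4 and none in all 8 libraries, and DESeq2 TNS1 alone in both (with edgeR 1 lower when adjusted over the list alone in all 8). As a set they were lower in replicates 2 to 4 (camera, adjusted p = 0.024, median log2 fold change −0.17), but not with an estimated correlation (0.36) or in all 8 libraries (0.47, and 0.011 without KO 1). PXN, the gene of paxillin, had a log2 fold change of 0.12 in both sets (adjusted p = 0.16 and 0.29).

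**Figure D2:**
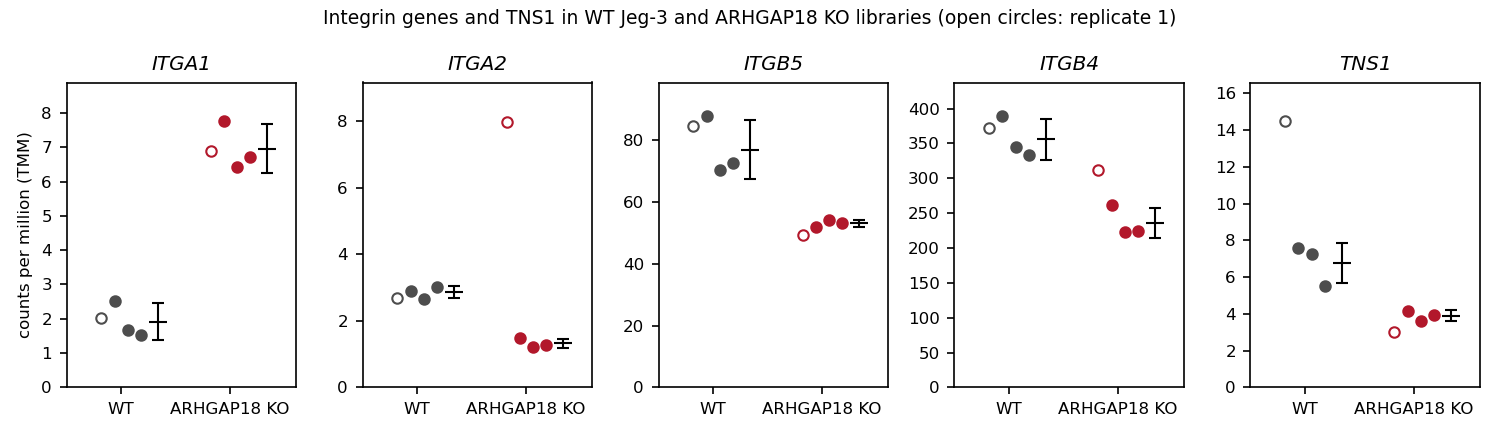
Levels of ITGA1, ITGA2, ITGB5, ITGB4 and TNS1 in CPM (TMM scaled), 1 circle per library, WT in grey and KO in red, with replicate 1 of each genotype as an open circle. Black marks with bars are the mean ± SD of replicates 2 to 4 (n = 3). KO 1 stands apart for ITGA2 at 7.98 and WT 1 for TNS1 at 14.5.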

Most notable among these were the alterations in the expression of Integrins (ITGA1, ITGA2, ITGB5, and ITGB4) and other focal adhesion gene products such as TNS1 (Figure 3, F–H). To further investigate the relationship between genes with altered expression in ARHGAP18 KO, we performed network analysis using Ingenuity Pathway Analysis (IPA). Surprisingly, network analysis revealed that most expression changes found in our RNAseq screen did not occur through known protein-protein interactions or directly through RhoA signaling (Supplemental Figure S1). These results promoted the hypothesis that the expression changes in ARHGAP18 KO cells derive from alterations in transcription rather than through direct protein–protein interactions.

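RHOA had a log2 fold change of 0.09 (adjusted p = 0.52) in all 8 libraries and was not called. Of 16 tested genes of Rho GTPases and their dissociation inhibitors, RHOBTB2, chosen after its value was seen, was higher in replicates 2 to 4 (log2 fold change 0.78). It lies on chromosome 8, whose genes were higher as a group, and neither edgeR nor DESeq2 called a member in all 8 libraries. Of 46 genes of RhoGAPs, the family of ARHGAP18, 2 were higher and 2 lower in replicates 2 to 4 (5 and 3 when adjusted over the list alone). ARHGAP29, which encodes a RhoGAP with activity toward RhoA, fell by a log2 fold change of −0.80 (adjusted p = 0.0019) in replicates 2 to 4 and −0.75 (SE 0.084, adjusted p = 0.0038) in all 8. ARHGAP31 was higher (log2 fold change 2.99, adjusted p = 0.034) and ABR lower (log2 fold change −1.07, adjusted p = 0.027) in all 8 libraries, and both calls ended without WT 1, WT 2, KO 2, KO 3 or KO 4. The ARHGAP31 call also ended without WT 4 and the ABR call without WT 3 (adjusted p = 0.052 to 0.0996 over these fits). Neither list moved one way against all other genes as a set (camera, adjusted p = 0.66 and 0.083 in replicates 2 to 4, and 0.51 and 0.51 in all 8 libraries). By fry, which tests the members of a list without comparing them with other genes, the RhoGAP genes were lower in replicates 2 to 4 (adjusted p = 0.019). They were not in all 8 (0.46).
The myosin light chain gene MYL9 had 33.0 CPM in KO 1 and was not called by edgeR (log2 fold change 1.30, adjusted p = 0.077 in all 8 libraries, and 0.90, adjusted p = 0.16 in replicates 2 to 4). DESeq2 called it higher in both sets (1.31, adjusted p = 0.00057, and 0.90, adjusted p = 0.011). MYH9 and MYH10, the nonmuscle myosin 2 heavy chain genes, had log2 fold changes of −0.11 (adjusted p = 0.52) and −0.22 (adjusted p = 0.13) in replicates 2 to 4. Of 31 tested genes of actomyosin and stress fibers, TPM1, a tropomyosin gene chosen after its value was seen, was lower in replicates 2 to 4 (log2 fold change −0.51, SE 0.095, adjusted p = 0.036) and not called by edgeR in all 8 (adjusted p = 0.078). None of the 31 was called in all 8 libraries by edgeR (1 higher when adjusted over the list alone), while DESeq2 called MYL9 and ACTG1 higher, and as a set they did not move (camera, adjusted p = 0.29 and 0.56).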

To identify which transcription factor pathways could be altered in cells lacking ARHGAP18, we manually characterized the known signaling pathways involved with all down-expressed genes related to cell migration (Supplemental Table S1). We found that of these genes, more than half of them were associated with WNT, HIPPO, or MAPK/PI3K signaling pathways, and multiple were direct YAP/TAZ effectors (Supplemental Table S1). 

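Supplemental Table S1 lists genes that the paper picked for lower expression in these samples, so their direction is not independent evidence. Of its 50 tested genes, 38 were lower and none higher in replicates 2 to 4 by edgeR (50 lower when adjusted over the list alone), and 24 were lower and none higher in all 8 libraries (35 lower when adjusted over the list alone). Their median log2 fold change was −0.76 in replicates 2 to 4 and −0.66 in all 8 (camera, adjusted p = 1.9e-33 and 1.6e-32, and 0.018 and 0.0040 with an estimated correlation). ANXA3 had 192 to 265 counts in WT libraries and 12, 1, 2 and 2 counts in KO 1 to KO 4, a log2 fold change of −5.98 (adjusted p = 0.0015) in all 8. CCBE1 had 26 to 39 counts in WT libraries and 0, 0, 0 and 1 in KO 1 to KO 4, a WT level 129 times that of KO cells (95% counting interval 22.6 to 5118). The 2 members with a positive log2 fold change in all 8 libraries were L1CAM (0.16), chosen after its value was seen, and ITGA2 (0.11). KITLG, the gene of stem cell factor, was lower in all 8 (log2 fold change −2.14, adjusted p = 0.021) and not called by edgeR in replicates 2 to 4 (adjusted p = 0.067) or without WT 2, WT 3, WT 4 or KO 3 (adjusted p = 0.053 to 0.0703). DESeq2 called it in replicates 2 to 4 (−2.14, adjusted p = 0.0012).
Of 38 tested genes of WNT signaling, 4 were lower and none was higher in all 8 libraries (4 lower when adjusted over the list alone). TCF7, a nuclear effector of the pathway, had a log2 fold change of −1.51 (adjusted p = 0.019) in all 8 libraries and −1.36 (adjusted p = 0.043) in replicates 2 to 4. SFRP1, a secreted inhibitor, had −1.05 (adjusted p = 0.044) and −1.42 (adjusted p = 0.0056). It lies on chromosome 8, whose genes were higher as a group in KO libraries, and KO 1 had 122 CPM against 62.3 to 69.9 CPM in KO 2 to KO 4. FZD7 and WNT11 had log2 fold changes of −0.62 (adjusted p = 0.039) and −0.52 (adjusted p = 0.016) in all 8. The calls of SFRP1 and FZD7 ended without any 1 library other than KO 1 (adjusted p = 0.053 to 0.12). That of TCF7 ended without WT 2, WT 3, KO 2 or KO 4 (adjusted p = 0.0502 to 0.065), and that of WNT11 ended without WT 3, WT 4, KO 2 or KO 4, by its adjusted p (up to 0.061) or its fold change. The set did not pass in either group of libraries (camera, adjusted p = 0.18 and 0.083), except without KO 1 (0.019). By fry, which makes no comparison with other genes, it was lower in replicates 2 to 4 (adjusted p = 0.026) and not in all 8 (0.22).
Of 32 tested genes of BMP and TGF-beta signaling, 2 were higher and 2 lower in all 8 libraries (4 and 2 when adjusted over the list alone). BMPR1A and LTBP1 were the lower ones, with log2 fold changes of −0.85 (adjusted p = 0.0026) and −0.79 (adjusted p = 0.0025). In replicates 2 to 4 the set was lower (camera, adjusted p = 0.022, median log2 fold change −0.13), but not with an estimated correlation (0.21) or in all 8 libraries (0.28). The correlation estimated in replicates 2 to 4 was 0.013, near the preset 0.01. By fry the set was lower in replicates 2 to 4 (adjusted p = 0.017) and not in all 8 (0.53).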

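NUAK2, which encodes a kinase and is a YAP/TAZ target, had log2 fold changes of 0.67 (adjusted p = 0.039) in replicates 2 to 4 and 0.79 (SE 0.13, adjusted p = 0.017) in all 8 libraries. EdgeR called no other of 17 tested YAP/TAZ target genes in either set (1 higher and 1 lower in replicates 2 to 4, and 1 higher in all 8, when adjusted over the list alone). Its call ended without WT 3 or KO 2 (adjusted p = 0.057 to 0.062). The targets CCN1 and CCN2 had log2 fold changes of −0.21 (adjusted p = 0.59) and 0.23 (adjusted p = 0.71) in all 8 libraries, and ANKRD1 had too few counts for edgeR's filter. With DESeq2, which kept ANKRD1, its log2 fold change was 2.07 (SE 0.71, adjusted p = 0.034) in all 8 libraries, where KO 1 had 67 counts, the other KO libraries 7 to 12 and WT libraries 4 to 6, and 1.39 (adjusted p = 0.36) in replicates 2 to 4. DESeq2 also called the target F3 lower in both sets, at a log2 fold change of −0.79 in replicates 2 to 4, where edgeR gave an adjusted p of 0.075. The YAP/TAZ target genes did not move against all other genes as a set (camera, adjusted p = 0.083, median log2 fold change −0.15 in replicates 2 to 4, and 0.84 and 0.02 in all 8). By fry, which makes no comparison with other genes, they were lower in replicates 2 to 4 (adjusted p = 0.020) and not in all 8 (0.77). Their median per library, against the mean of the WT libraries, was 0.196 in KO 1 and 0.000, −0.093 and −0.228 in KO 2 to KO 4, and from −0.169 (WT 1) to 0.094 in the WT libraries (exact permutation test, p = 0.714).
YAP1, WWTR1 (TAZ) and NF2 (Merlin) had log2 fold changes of −0.16 (adjusted p = 0.17), 0.17 (adjusted p = 0.23) and −0.24 (adjusted p = 0.081) in replicates 2 to 4, and −0.23, 0.06 and −0.26 (adjusted p = 0.17, 0.84 and 0.091) in all 8. Of 30 tested genes of the Hippo pathway, AMOT and WWC2, which encode YAP-binding angiomotin and a LATS activator, were lower in replicates 2 to 4. Their log2 fold changes were −0.55 (SE 0.026, adjusted p = 0.0018) and −0.50 (SE 0.089, adjusted p = 0.032), and both stayed under the minimum in all 8 libraries (−0.49 and −0.44), where edgeR called no member. Both were chosen after their values were seen. The Hippo genes were lower as a set in replicates 2 to 4 (camera, adjusted p = 0.0015, median log2 fold change −0.14), but not with an estimated correlation (0.19) or in all 8 libraries (0.25, and 0.0077 without KO 1). The correlation estimated in replicates 2 to 4 was −0.014, below the preset 0.01, so correlation among the members does not account for the weaker result. By fry they were lower in replicates 2 to 4 (adjusted p = 0.00054) and not in all 8 (0.44).
SRF/MRTF target genes, which report on free actin and Rho activity, did not move as a set (camera, adjusted p = 0.61 in replicates 2 to 4 and 0.25 in all 8 libraries). Of 19 tested, edgeR called none higher and TPM1 lower in replicates 2 to 4 (DESeq2 called MYL9 higher), and FOSB was higher in all 8 (log2 fold change 0.53, adjusted p = 0.0497), a call that ended whichever library was left out. In KO 1 the median of this list was 0.593, against −0.093 to 0.055 in KO 2 to KO 4. Among the 35 ways to split the 8 libraries into groups of 4, 16 gave at least as many called lists as the 8 of the real genotypes. From the WNT, HIPPO and MAPK/PI3K genes of Supplemental Table S1 and the YAP/TAZ effectors among them, the paper forms the hypothesis that losing ARHGAP18 influences Hippo-dependent signaling.

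**Figure D3:**
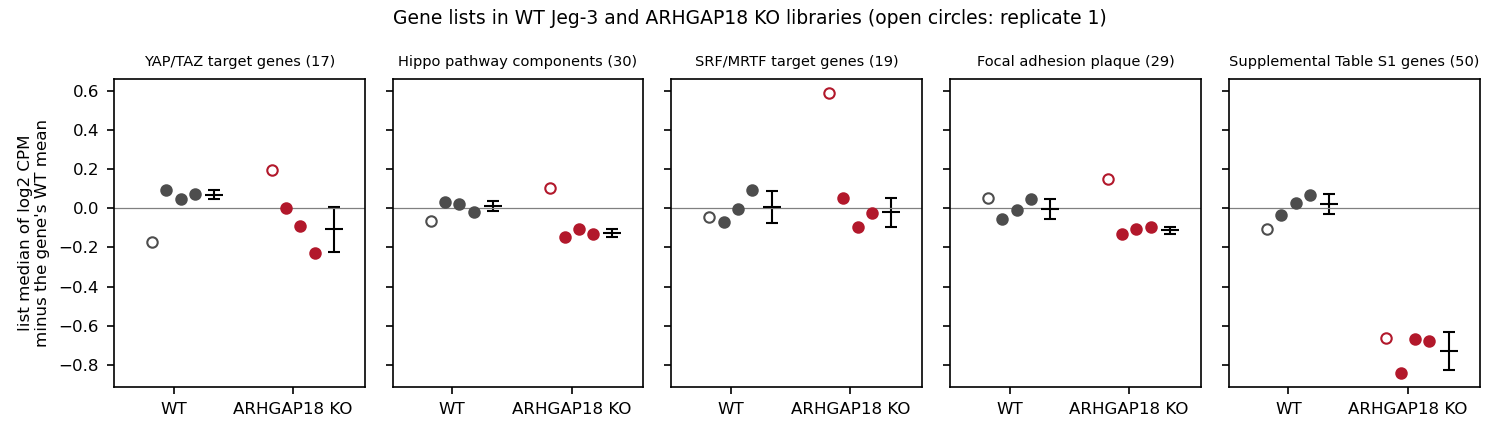
Median over each gene list of log2 CPM minus each gene's WT mean, 1 circle per library, WT in grey and KO in red, with replicate 1 of each genotype as an open circle. Black marks with bars are the mean ± SD of replicates 2 to 4 (n = 3). KO 1 lies above the other KO libraries for the YAP/TAZ target, Hippo, SRF/MRTF and focal adhesion lists, and the Supplemental Table S1 genes, picked from these samples, are lower in every KO library.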

From this analysis, we formed the hypothesis that loss of ARHGAP18 influences HIPPO-dependent transcriptional signaling. Additionally, we hypothesized that focal adhesions would be severely disrupted at the basal membrane. Our RNAseq data alone could not independently confirm if the alterations to transcriptional signaling and expression of actin cytoskeleton proteins were through a Rho-dependent or Rho-independent mechanism. Instead, these data provided an informed hypothesis as to which signaling pathways are altered in the ARHGAP18 KO cells as compared with WT Jeg-3 cells.

Following this analysis, we tested the hypothesis that focal adhesions would be disrupted at the basal membrane. However, staining transmembrane integrins to visualize changes predicted by our RNAseq analysis presented significant technical challenges. Specifically, the structural localization of immuno-antigen sites within transmembrane or extracellular domains required fixation conditions that disrupted actin filament organization, preventing us from performing colocalization experiments. We therefore used Paxillin staining as a general marker for focal adhesions to test the prediction from our RNAseq screen that focal adhesion would be disrupted in cells lacking ARHGAP18. immunofluorescence SORA imaging of Paxillin in WT cells showed long focal adhesions tethered to stress fibers at the basal surface (Figure 4A). Imaging of ARHGAP18 KO cells showed small Paxillin puncta localized to the edge of cells, with nearly no observed Paxillin colocalized with stained actin bundles (Figure 4A). Expression of full-length human ARHGAP18-flag in ARHGAP18 KO cells rescued both basal actin bundles and paxillin focal adhesions (Figure 4, B and C). Using our super-resolved SORA images, we defined colocalized actin bundles with paxillin patches as focal adhesions and quantified the number of focal adhesions per cell. This quantification revealed a significant decrease in focal adhesions in ARHGAP18 KO cells compared with WT cells (Figure 4C).

**FIGURE 4:**
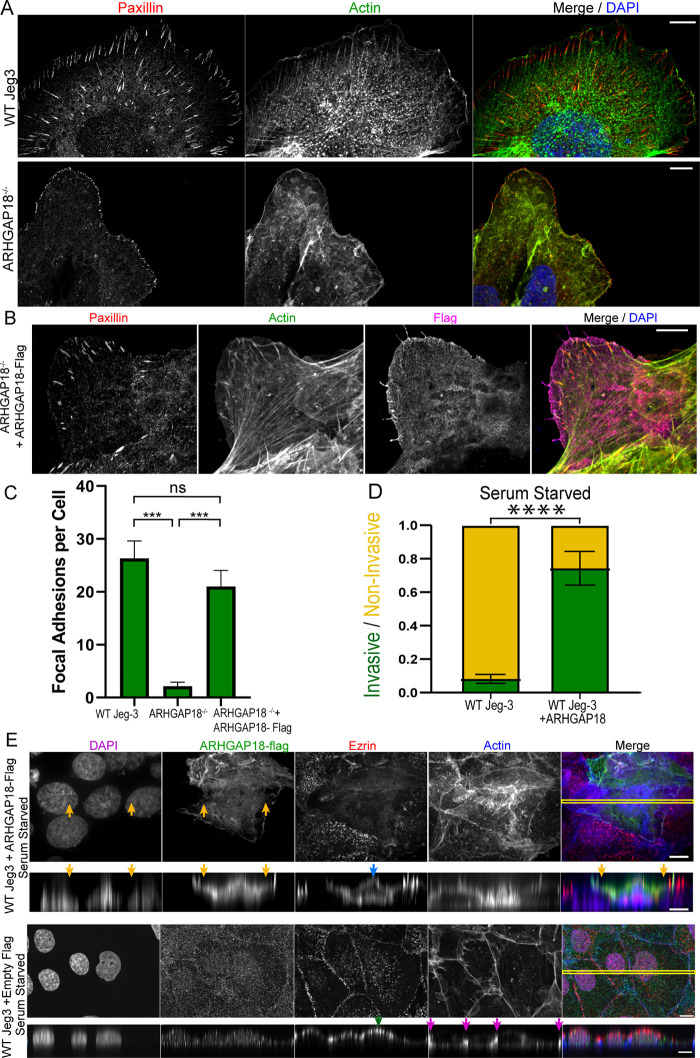
Loss of ARHGAP18 disrupts NM-Myo-2B and paxillin associated actin structures at the basal surface. A) Spinning disk confocal SORA immunofluorescent imaging of paxillin and actin in Jeg-3 WT and ARHGAP18 KO cells. ARHGAP18 KO shows ablation of most paxillin focal adhesions. Scale bar 10 µm. B) Spinning disk confocal SORA immunofluorescent imaging of ARHGAP18-flag, anti-paxillin, and actin in ARHGAP18 KO + ARHGAP18-Flag cells (rescue). Scale bar 10 µm. C) Quantification of the number of paxillin-stained focal adhesions per cell. Bars are Mean ± SEM. conditions are significant by unpaired *t* test; WT *n* = average of four replicates, ARHGAP18^-/-^ *n* = average of seven replicates, ARHGAP18^-/-^ +ARHGAP18-Flag *n* = average of seven replicates (** = *p* ≤ 0.01, *** = *p* ≤ 0.001, n.s. = not significant). D) Percent invasive/ noninvasive cells quantification of serum starved WT Jeg-3+ empty vector flag and WT Jeg-3 +ARHGAP18 flag cells. Bars are Mean ± SEM. Conditions are significant by unpaired *t* test (*p* ≤<0.0001; *n* = 144 cells over three biological replicates). E) Spinning disk confocal immunofluorescent imaging of DAPI, ARHGAP18-flag, anti-ezrin, and actin in serum starved Jeg 3 WT+ ARHGAP18-Flag (overexpression) and WT Jeg-3 + Empty Vector flag. The lower image rows show an X-Z dimension confocal slice of the same image, highlighting the invasion of overexpressing cells into neighboring cells or the lack of invasion in empty vector cells. Yellow arrows indicate the sections of the overexpressing cell invading over neighboring cells’ nucleus. Blue arrow indicates two stacked apical membranes by ezrin staining with the lower membrane from WT cells underneath the upper membrane from an ARHGAP18 overexpressing cell. The green arrow indicates the absence of stacked apical membranes in the ezrin-stained section, and the pink arrows show well-defined junctional actin staining from WT Jeg-3 empty flag cells. Scale bars 10 µm.

### ARHGAP18 overexpressing cells show an invasive phenotype

We sought to characterize the defects of pMLC overactivation, loss of basal actomyosin bundles, and paxillin mislocalization in cells overexpressing ARHGAP18-flag. However, we discovered that WT cells overexpressing ARHGAP18 would often break from the surrounding Jeg-3 cells’ monolayer to form three-dimensional stacks of cells (Figure 4, D and E). This characteristic was not typically seen in monolayered WT and ARHGAP18 KO cells (Figure 2C). Due to the 3D stacking of the overexpression cells, we considered these cells to be potentially invasive as defined by their ability to move beyond their typical single monolayer boundary. Specifically, we defined the invasive phenotype as cells in a monolayer that projected their cytoplasm greater than 2 µm on top of or below neighboring cells as detected by actin, DAPI, ezrin, and flag fixed cell staining (Figure 4, D and E). We were unable to precisely quantify paxillin-stained focal adhesions in this condition, as we lacked confidence in our ability to accurately identify the fluorescent signal of the paxillin patches from stacked cells on top of each other. To quantify the phenotype, we counted the number of cells in a monolayer that projected their cytoplasm greater than 2 µm on top of or below neighboring cells. We used transient transfection of ARHGAP18-flag into WT cells, which allowed us to compare the behavior of WT cells side-by-side with ARHGAP18 overexpressing cells (Figure 4, D and E). Spinning disk confocal Z-dimensional slicing of the actin on these cells indicated that large basal actin bundles were present in the ARHGAP18 overexpression cells (Figure 4E). We observed that cells overexpressing ARHGAP18 invade their neighboring cells’ monolayer, where we observed overexpressing cells invading the adjacent WT cells (Figure 4E, yellow arrows). By this measure, 74% ± 10.0% of ARHGAP18 overexpressing cells displayed an invasive phenotype. In these invasive cells, Z-dimensional confocal slices of ARHGAP18-overexpressing cells showed two ezrin apical plasma membrane layers stacked vertically, indicating that the cells are organizing into three-dimensional stacks (Figure 4E, blue arrow). In contrast, only 8% ± 2.6% of the WT empty flag controls invaded neighboring cells. Instead, the remaining 92% of WT cells maintained well-defined actin belts at points of cell–cell contact (Figure 4E, pink arrows) and the presence of a single band of apically stained ezrin (Figure 4E, green arrows), indicating a well-ordered monolayer. These data support the conclusion that ARHGAP18 acts to regulate basal and junctional actin.

### ARHGAP18 forms a complex with Merlin

A second hypothesis arising from our RNAseq screen was the hypothesis that loss of ARHGAP18 influences HIPPO-dependent transcriptional signaling (Figure 3; Supplemental Table S1). Multiple prior studies also indicated that ARHGAP18 interacts through the Hippo pathway to regulate transcription of actin organization and cell proliferation (Porazinski *et al.*, 2015; Coleman *et al.*, 2020). We'd earlier identified that ARHGAP18 bound to the FERM domain of ERMs (A14 to I20 of human Ezrin) through a N-terminal extension distinct from the RhoA GAP domain (V10 to S17 of human ARHGAP18; Lombardo *et al.*, 2024). We hypothesized that ARHGAP18 could bind Merlin as its FERM domain closely resembles Ezrin. Sequence alignment identified a motif (T28-F35 in Human Merlin) conserved across human Merlin, Ezrin, Radixin, and Moesin, overlapping the known ARHGAP18 binding site identified earlier. Merlin, which localizes to cell–cell junctions, acts upstream of YAP/TAZ through the HIPPO pathway. We tested if ARHGAP18 could form a complex with Merlin using a pull-down approach by passing lysate from WT Jeg-3 cells expressing a tagged Merlin construct over an immobilized ARHGAP18 column. We found that Merlin expressed in human Jeg-3 cells bound to the ARHGAP18 column (Figure 5A).

**FIGURE 5:**
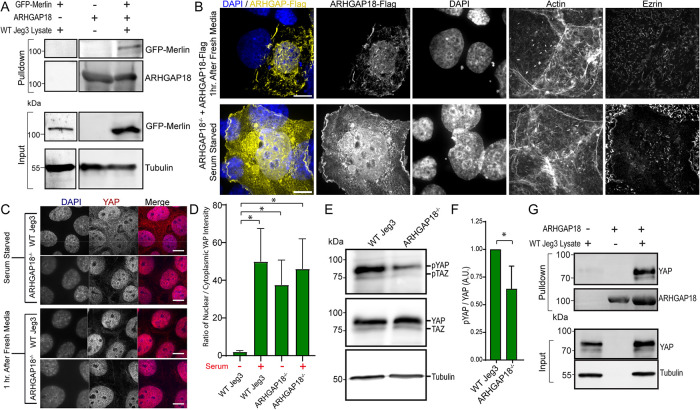
ARHGAP18 complexes with merlin and YAP affecting its localization throughout the cell based on nutrient availability. A) Western blot of an ARHGAP18 pulldown from WT Jeg-3 cells with or without expression of GFP-merlin. B) immunofluorescence imaging of ARHGAP18-flag rescue of ARHGAP18 KO cells in the serum starved or 1 h after reintroduction of serum. ARHGAP18’s localization includes the cytoplasm in the serum starved state. Ezrin staining of microvilli shows lower levels of microvilli in both conditions. Scale bar 10 µm. C) Immunofluorescence imaging of YAP in WT and ARHGAP18 KO cells in the serum starved state or 1 h after reintroduction of serum. YAP localization to the cytoplasm during serum starvation is lost in ARHGAP18 KO cells. Scale bar 10 µm. D) Quantification of ratio of nuclear to cytoplasmic YAP intensity from Figure (C). Bars are Mean ± SEM. Conditions are significant by unpaired *t*-test (*p* ≤ 0.05) *n* = 3 E) Western blot of lysate from WT or ARHGAP18 KO cells shows a decrease in the phosphorylation of YAP and TAZ (pYAP/ pTAZ) in the knockout cells. F) Quantification of the band intensity of pYAP/YAP as shown by the blot in (E). Bars indicate Mean ± SEM; conditions are significant by paired *t*-test (*p* ≤ 0.05) *n* = 37 cells. G) Pulldown experiment using an ARHGAP18-agarose column. YAP does not bind to the column agarose alone nor is YAP present on the purified ARHGAP18 column before the addition of WT Jeg-3 lysate. When Jeg-3 lysate passed over the ARHGAP18 column endogenous YAP stably binds.

To validate this interaction in cells, we sought to identify whether ARHGAP18 was localized to junctions where Merlin is active. Merlin is activated and localized to junctions upon signaling, promoting growth and proliferation; among these signals is the availability of growth factors and other components of serum (Bretscher *et al.*, 2002). We hypothesized that since ARHGAP18 formed a complex with Merlin, ARHGAP18’s localization may be localized to junctions under conditions that promote Merlin activation. We used the rescue of ARHGAP18 KO cells with a flag-tagged ARHGAP18 to image the localization of ARHGAP18 in serum-starved versus cells supplemented with fetal bovine serum (FBS) for 1 h following serum starvation (Figure 5B). Maximum projection images in both conditions showed localization of ARHGAP18 to microvilli at the apical surface, along with the rescue of increased microvilli formation in ARHGAP18 KO cells as we've previously reported (Figure 5B; Lombardo *et al.*, 2024). However, in cells supplemented with serum, ARHGAP18 localized strongly to the nucleus and junctions while being almost entirely excluded from the cytoplasm. When cells were deprived of serum, ARHGAP18’s localization shifted to include substantial cytoplasmic staining (Figure 5B). Interestingly, ARHGAP18’s localization to microvilli and its reduction of the formation of microvilli were maintained in both conditions, indicating that the microvilli-specific functions were independent of serum availability. Together, these data indicate that ARHGAP18 localization to junctions is modulated by serum conditions. While Merlin localization was not directly assessed in these experiments, the observed redistribution is consistent with a potential role for ARHGAP18 in junction-associated signaling. In addition, the nuclear and cytoplasmic shifts suggest ARHGAP18 may have context-dependent regulatory functions.

### ARHGAP18 regulates YAP phosphorylation and nuclear localization

We hypothesized that ARHGAP18’s localization to the nucleus may involve interaction with YAP as had previously been proposed (Porazinski *et al.*, 2015; Coleman *et al.*, 2020). In serum-starved WT cells, YAP is phosphorylated and localized to the cytoplasm. Upon reintroduction of serum, YAP phosphorylation is reduced, and it is shuttled to the nucleus, where it acts to promote cell proliferation and actin polymerization. We tested whether YAP shuttling between the nucleus and cytoplasm in response to serum availability was altered in Jeg-3 cells lacking ARHGAP18. We used immunofluorescent staining of YAP and TAZ in cells fixed in either serum-fed or serum-starved states. In WT serum-starved cells, YAP/TAZ showed diffuse staining throughout the cytoplasm and nucleus (Figure 5, C and D). Upon reintroduction of serum into the media, YAP/TAZ's cytoplasmic localization was lost within one hour, and only nuclear staining remained. In ARHGAP18 KO cells, YAP/TAZ remained predominantly in the nucleus in both the serum-starved and serum-present media states. Using lysates from the serum-starved cells, we tested by western blotting the phosphorylation state of YAP and TAZ (Figure 5E). While the total expression of YAP and TAZ remained the same in WT and ARHGAP18 KO cells, the phosphorylation of YAP and TAZ was significantly reduced in the cells lacking ARHGAP18 compared with WT levels (Figure 5, E and F).

We hypothesized that ARHGAP18 may also form a complex with YAP that influences YAP's cytoplasmic localization. To test this hypothesis, we passed WT Jeg-3 lysates over the immobilized ARHGAP18 column to probe for binding of native proteins to ARHGAP18. We detected that endogenous YAP from WT Jeg-3 cells bound to immobilized ARHGAP18 (Figure 5G). We concluded that YAP's localization to the cytoplasm in the serum-starved state depended on the formation of a complex including both YAP and ARHGAP18. The combined results involving ARHGAP18’s interactions with YAP and Merlin indicate that ARHGAP18 acts as part of a Hippo signaling component involved in the cytoplasmic localization of YAP to control polarized actin cytoskeletal structures.

### Dependence of apical and basal actin structures on ARHGAP18 GAP-dependent signaling

It was unclear if all the cytoskeletal changes we characterized in cells lacking ARHGAP18 were dependent on its RhoA GAP activity. One alternative was that the binding of ARHGAP18 to the HIPPO components conferred a Rho GAP independent effect. To test whether ARHGAP18 had the potential to regulate the actin cytoskeleton through a Rho GAP-independent mechanism, we introduced a point mutation in the conserved catalytic arginine (position 365) within the RhoA GAP domain, substituting it with an alanine (R365A). This mutation is known to ablate ARHGAP18’s GAP activity (Barrett *et al.*, 1997; Maeda *et al.*, 2011). Expression of human ARHGAP18(R365A)-Flag in ARHGAP18 KO cells resulted in a restoration of paxillin-stained focal adhesions and organized basal actin bundles to WT levels (Figure 6A, yellow arrows; Figure 6B). Expression of an empty flag vector in ARHGAP18 KO cells did not restore basal actin or focal adhesions (Figure 6, A and B). These results indicated that ARHGAP18 at least partially regulated basal actin-based structures through a mechanism independent from its RhoA GAP activity.

**FIGURE 6:**
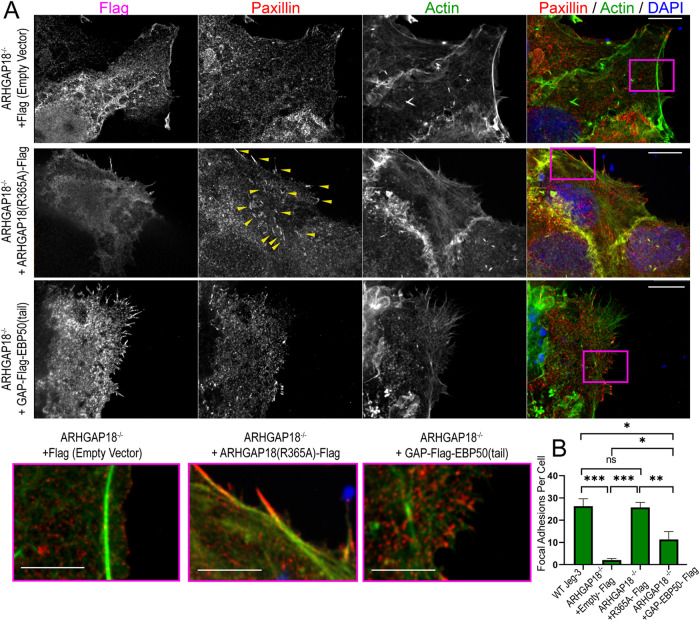
ARHGAP18 KO cell's focal adhesion phenotype is rescued by a Rho GAP deficient ARHGAP18 mutant. A) Spinning disk confocal SORA immunofluorescent imaging of flag, anti-paxillin, and actin in ARHGAP18 KO + Flag (empty vector), ARHGAP18 KO+ ARHGAP18(R365A)-Flag, and ARHGAP18+ GAP-Flag- EBP50(tail). Yellow arrows indicate paxillin stained focal adhesions, which are rescued in the ARHGAP18 KO+ARHGAP18(R365A)-Flag condition. Scale bar 10 µm; inset 5 µm. B) Quantification of paxillin stained focal adhesions per cell from (A) and WT Jeg-3 duplicated from Figure 4C for comparison. Bars are Mean ± SEM. Conditions are significant by unpaired *t* test, WT Jeg-3 *n* = Average of four biological replicates, ARHGAP18 KO conditions *n* = average of seven biological replicates, (* = *p* ≤ 0.05, ** = *p* ≤ 0.01, *** = *p* ≤ 0.001, n.s. = not significant).

We hypothesized that the Rho GAP-independent activity of ARHGAP18 involved its N-terminal region; ablation of this region results in a diffuse localization of the RhoA GAP domain and inactivation of RhoA activity throughout the entire cell (Lombardo *et al.*, 2024). We aimed to separate ARHGAP18’s RhoA GAP activity at sites of active ERMs from its potential ability to bind additional actin-regulating proteins. To test if apical RhoA signaling alone could rescue the basal actin defect in ARHGAP18-deficient cells, we expressed a synthetic GAP that targeted to ERMs in ARHGAP18 KO cells. We generated a construct that fused the GAP domain of ARHGAP18 to a 37 amino acid ezrin binding motif from Ezrin Binding Phosphoprotein of 50kDa (EBP50) through a flexible linker (GAP-Flag-EBP50(tail)) (Lombardo *et al.*, 2024). Expression of GAP-Flag-EBP50(tail) in ARHGAP18 KO cells showed disorganized basal actin like the ARHGAP18 KO cells (Figure 6A). However, it resulted in a partial rescue of focal adhesions but did not restore the number of focal adhesions to WT levels (Figure 6, A and B). We concluded that appropriate apical RhoA GAP regulation by ARHGAP18 is necessary for the full establishment of apical actin organization. Disruption of apical RhoA regulation can have effects distal to the location, and these data suggest that basal actin organization and focal adhesion formation can be influenced by apical RhoA regulation. However, the GAP-Flag-EBP50(tail) rescue was not sufficient to fully rescue the number of paxillin-stained focal adhesions and basal actin bundles in ARHGAP18 KO cells (Figure 6, A and B). Thus, we concluded that ARHGAP18 additionally possessed the ability to partially regulate basal actin organization and focal adhesions through a RhoA GAP-independent mechanism. Further, this RhoA GAP-independent mechanism depended on domains of ARHGAP18 outside of the GAP domain, and its ERM-FERM localizing motif.

## DISCUSSION

Humans have 20 Rho/Ras family of GTPase genes, where nucleotide state transitions are accelerated by a plethora of guanine nucleotide exchange factors (GEFs) and GTPase-activating proteins (GAPs). This genetic complexity, combined with partial overlapping molecular functions, has presented significant challenges to the characterization of the molecular functions of individual GAPs and GEFs in humans. For example, of the approximately 83 GEFs in humans, at least 24 have specific or partial activity for a single GTPase, RhoA (Vigil *et al.*, 2010). Humans also have genes for three dissociation inhibitors (RhoGDIs), which regulate Rho family localization through membrane binding. Thus, much of our foundational understanding derives from careful experimentation in more genetically advantageous model systems (Etienne-Manneville and Hall, 2002). Here, we use CRISPR-mediated knockout of ARHGAP18 in human epithelial cells to examine its role in actin cytoskeletal organization. We find that ARHGAP18 associates with the Hippo pathway components YAP and Merlin, suggesting potential points of crosstalk between these signaling pathways. These associations correlate with changes in actin organization and cell morphology, consistent with ARHGAP18 contributing to multiple aspects of cytoskeletal regulation. While these findings support a model in which Rho family regulators participate in complex and multifaceted cellular functions, the precise mechanisms linking these pathways remain to be fully defined.

ARHGAP18 KO cells exhibit a near total loss of stress fibers (Figure 2) despite increased cellular levels of pMLC (Figure 1, E and F; Lombardo *et al.*, 2024). Additionally, focal adhesions and basal actin bundles are restored to WT levels when the ARHGAP18(R365A) GAP-ablated mutant is expressed in ARHGAP18 KO cells (Figure 6, A and B). These results represent the strongest argument that ARHGAP18 functions in additional pathways to RhoA/C alone. Our data suggest that at least one of the alternative pathways is through ARHGAP18’s interaction with YAP and Merlin. From these data, we conclude that ARHGAP18 has important functions in both RhoA signaling through both its GAP activity and in Hippo signaling through additional binding partners. From our data, we propose a working theoretical model for how these two functions could be achieved through ARHGAP18 (Figure 7). One major component of this model is ARHGAP18’s ERM-FERM-activated RhoA GAP activity. In this component, RhoA binds to and activates LOK and its homologue SLK (Zaman *et al.*, 2021), which then activates ERMs through phosphorylation at the conserved T567 (in Ezrin) site. This distinct Rho-dependent signaling pathway, termed ROLE signaling for RhoA-LOK-Ezrin, exists independently from ROCK signaling. ROLE signaling is controlled through a negative feedback loop coordinated by ARHGAP18 inside microvilli (Figure 7; Lombardo *et al.*, 2024).

**FIGURE 7:**
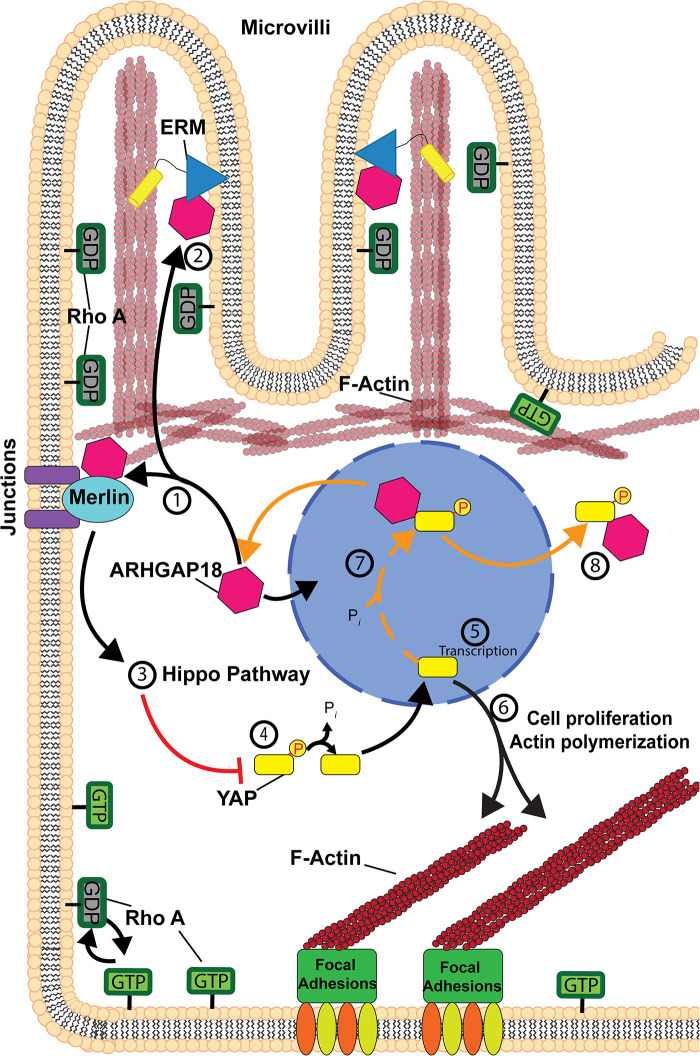
Theoretical working model of ARHGAP18’s interactions with RhoA and Hippo signaling pathways in human epithelial cells. Under normal cellular conditions (black arrows), ARHGAP18 localizes to the nucleus, cell junctions, and microvilli. ARHGAP18 forms complexes with (1) Merlin at cell junctions and (2) ERMs in microvilli through direct binding to their conserved FERM domains. Once recruited to junctions by Merlin, ARHGAP18 regulates RhoA locally. Merlin simultaneously coordinates mechanosensation and proliferation signaling through activation of the Hippo pathway. (4) Hippo signaling regulates the phosphorylation of YAP, where the active, dephosphorylated state is shuttled to the nucleus. (5) Active YAP/TAZ coordinates transcriptional changes, which result in (6) expression of proteins regulating the actin cytoskeleton and proliferation. 7) Alternatively, when Hippo signaling suppresses YAP activation (orange arrows), YAP is phosphorylated through an ARHGAP18 dependent mechanism. 8) ARHGAP18 complexes with YAP, which may be required for proper phosphorylation and eventual shuttling of YAP to the cytosol for degradation. Loss of ARHGAP18 is correlated with persistent localization of YAP to the nucleus with constitutively active proliferation signaling in addition to misregulation of RhoA at junctional and apical membranes.

Our data raises several questions about how RhoA and YAP could be coordinated, and some steps in our proposed working model (Figure 7) will require additional study to mechanistically define. First, what is the effect of ARHGAP18 interacting with both Merlin and YAP? Loss of ARHGAP18 results in increased active RhoA at junctions (Lombardo *et al.*, 2024), promoting apical actin reorganization. Thus, it's reasonable to conclude that one of Merlin's functions as a scaffolding protein is to sequester ARHGAP18 to junctions to regulate RhoA locally (Figure 7). When proliferative signaling is low, Merlin is inactivated and dissociates from the junctional cytoskeletal structures. Inactivation of Merlin would mask the predicted binding site for ARHGAP18 in the conserved FERM domain shared with ERMs (Bretscher *et al.*, 2002). ARHGAP18 would then be free to complex with YAP in the cytosol. The shuttling we characterize of ARHGAP18 localizing from junctions to the cytoplasm in response to serum availability (Figure 5, A and B) matches this proposed theoretical mechanism (Figure 7).

Second, why is nonmuscle myosin 2 not producing actin bundles despite being active in cells lacking ARHGAP18? The parameter space for defining this phenotype makes experimentation extremely challenging, as actin bundlers, nucleators, severing proteins, and polymerization effectors may all be affected by the alterations to YAP, Merlin, ERMs, and RhoA in ARHGAP18 KO cells. The list of available mechanisms that YAP alone may induce under perpetual nuclear localization (Figure 5C) is daunting (Pocaterra *et al.*, 2020). However, our RNAseq analysis narrows the list of potential mechanisms (Figure 3). The heat maps in our RNAseq data show substantial changes in actin binding, anchoring junctions, and cell migration in response to the loss of ARHGAP18. Of the many genes in these categories that show significant change, only two genes fit into all three groups: LCP1 and CORO1A. LCP1 is a fimbrin-related actin bundling protein. Thus, the actin bundle phenotype observed in ARHGAP18-deficient cells (Figure 2, A and B) may be a result of expression changes derived from YAP/TAZ's co-transcriptional activity. One potential explanation supported by our RNAseq analysis is the loss of the mechanical attachment point for the stress fiber bundles at the basal membrane. 

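Of 14 tested integrin genes, edgeR called 1 higher and 3 lower in replicates 2 to 4 (1 and 4 when adjusted over the list alone), and in all 8 libraries 1 higher and 1 lower. Over all 15168 genes tested in replicates 2 to 4 it called 670. ITGA6 averaged 638 CPM in WT and 590.3 CPM in KO libraries over all 8, with log2 fold changes of −0.11 (SE 0.060, adjusted p = 0.32) in all 8 and −0.13 (adjusted p = 0.14) in replicates 2 to 4. ITGB1 averaged 551 and 602 CPM, with 0.13 (SE 0.076, adjusted p = 0.39) and 0.05 (adjusted p = 0.73). ITGA5 rose from 310.3 to 408 CPM over all 8 libraries, and its log2 fold changes of 0.40 (SE 0.061, adjusted p = 0.012) and 0.46 (adjusted p = 0.013) passed the test but not the minimum of 0.5. ITGAV had −0.05 (SE 0.10, adjusted p = 0.84) and −0.17 (adjusted p = 0.15). These 4 genes were chosen after their values were seen. As a set the integrin genes did not move one way (camera, adjusted p = 0.12 in replicates 2 to 4 and 0.59 in all 8 libraries). By fry, which makes no comparison with other genes, they were lower in replicates 2 to 4 (adjusted p = 0.021) and not in all 8 (0.54). These tests do not cover changes in both directions. Fry's mixed test, which does, gave adjusted p = 4.6e-07 and 3.0e-07. The cell proliferation genes, of which none was called, passed it too (0.00029 and 9.7e-06), so it does not set the integrins apart.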

Integrin expression is severely disrupted in ARHGAP18-deficient cells (Figure 3), which would deprive a forming actomyosin bundle from mechanically attaching to the plasma membrane. Validation of the direct mechanism by which YAP/TAZ transcriptional changes drive basal actin changes in ARHGAP18 KO cells will require further investigation based on predictions from our RNAseq results.

Regardless of the genetic background, a major technical challenge for the study of Rho-dependent signaling pathway's regulation of cellular actin architecture is that 1) actin is the most abundant protein in the cytosol, 2) actin forms three-dimensional interwoven webs of densely packed networks, 3) filaments can turn over on the scale of 30–60 s, and 4) the single filament structure is 7 nm across (two orders of magnitude below the diffraction limit of visible light). We've overcome these hurdles using super-resolution STORM microscopy (Xu *et al.*, 2012). While multiple previous studies have observed the change in actin bundles of cells with altered ARHGAP18 levels (Neisch *et al.*, 2013; Porazinski *et al.*, 2015; Coleman *et al.*, 2020), our super-resolution characterization allows for the dissection of the exact actin structures lost. Reorganization toward branched or individual filaments would dramatically alter the transport of intracellular cargos by myosin and microtubule-based motors (Heaslip *et al.*, 2014; Lombardo *et al.*, 2017; Lombardo *et al.*, 2019; Bensel *et al.*, 2024). Our STORM data indicates that not all actin or bundles are lost, as it appears by our own traditional confocal staining (Compare Figure 4A with Figure 2B). Instead, significant quantities of single filaments are maintained in areas that appear devoid of actin under conventional light microscopy. When these findings are combined with our RNAseq data, the molecular pathways responsible for these changes are associated with a combination of RhoA signaling and pathways both upstream and downstream of YAP/TAZ. Our data indicate that the loss of ARHGAP18 switches the epithelial cell's basal actin signaling toward a state where the actin architecture resembles a leading edge comprised of single and branching filaments (Figure 2, A and B). Consequently, Jeg-3 cells, which typically form monolayers, instead form 3-dimensional stacks on top of their neighboring cells when ARHGAP18 signaling is disrupted (Figure 4, D and E). In endothelial cells, ARHGAP18 has been reported to localize microtubules and plays a role in maintaining proper microtubule stability (Lovelace *et al.*, 2017).In our epithelial cell culture models and WT mouse intestine, we have been unable to detect ARHGAP18 at microtubules, suggesting ARHGAP18 may have additional functions in various cell types.

Collectively, our results support a model where loss of ARHGAP18 depolarizes cells by dysregulating apical, junctional, and basal membrane identification through ERMs, Merlin, and YAP, respectively. The exact molecular interactors responsible for the signaling cascade that results in pMLC activation in the overexpression of ARHGAP18 will require future characterization. Additional investigation of the molecular details of the ARHGAP18/YAP binding complex will elucidate the mechanism that ARHGAP18 uses to coordinate RhoA signaling with the Hippo pathway to define cell polarity and morphology.

## METHODS

### Reagents and cDNAs

Anti-ezrin antibody (CPTC-ezrin-1 supernatant concentrate obtained from the Developmental Studies Hybridoma Bank; catalogue no. CPTC-Ezrin-1; Research Resource Identification AB_2100318) was used 1:100 for immunofluorescence. Mouse anti-Flag (Sigma-Aldrich; catalogue no. F1804) was used at 1:250 for immunofluorescence, and 1:5,000 for Western blot, and mouse anti-tubulin (Sigma-Aldrich; catalogue no. T5168) was used at 1:5,000 for Western blot. Anti-MLC2 (catalogue no. 3672) and anti–phospho-MLC2 (phospho-Thr18/Ser19; catalogue no. 3674) were purchased from Cell Signaling Technology and used at 1:500 in Western blots. Anti–nonmuscle myo-2B from BioLegend (catalogue no. 909902) and non-muscle myo-2A (BioLegend; catalogue no. 909802) were used at 1:100 in both Western blots and immunofluorescence. Colocalization analysis of basal contractile bundles was performed by overlaying the actin and NM-Myo-2A/B immunofluorescent images in ImageJ, then counting the number of large (1 µm or longer) actin bundles containing regular repeats of NM-Myo-2B along the length of the bundle using the plugin MTrackJ. Bundles near the junctions, edges of cells, or in overlapping asters were excluded as they could not be accurately counted or distinguished from junctional structures. The rabbit ARHGAP18 antibody was produced and characterized previously (Lombardo *et al.*, 2024) and used at 1:500 for Western blotting. Paxillin from Abcam Antibodies (catalogue no. 32084) was used at 1:100 for immunofluorescence. Rabbit anti-YAP/TAZ (Cell Signaling Technologies #14074) and pYAP (s125; Cell Signaling Technologies #13008) were used at 1:100 for immunofluorescence and 1:1000 for Western blot. For actin staining, Alexa Fluor 647 phalloidin (Invitrogen; catalogue no. A30107) was used at 1:250.

Human ARHGAP18 constructs were produced using polymerase chain reaction (PCR) with New England Biolabs (NEB) Phusion High-Fidelity PCR Kit (Catalogue # E0553L). cDNA of ARHGAP18 was obtained from a construct originally derived from the Harvard Plasma Database (ID # HsCD00379004). NEB Monarch PCR & DNA Cleanup Kits (Catalogue # T1030S) and Thermo Scientific GeneJET Gel Extraction Kits (Catalogue # K0692) were used to purify PCR and Gibson Assembly products. DNA products were cloned into the mammalian expression vector PQCXIP using NEB Gibson Assembly cloning Kit (Catalogue # E5510S). Transformations were done into OneShot TOP10 bacteria (Thermo Fisher; Catalogue # C404010), selected using ampicillin resistance, and then sequenced for verification. GFP-merlin was a gift from A. Bretscher and produced previously (Sher *et al.*, 2012). The GAP-flag-EBP50(tail) vector was generated by PCR amplification of the EBP50 tail sequence from the GFP-EBP50 construct, using the methods described in Lombardo *et al*. (2024). Gibson assembly was used to insert the EBP50 tail construct into the GAP-flag vector.

### Western blotting

Western blot analysis of cell lysates was done using 4%–12% Thermo Fisher Bolt SDS–PAGE gels (Catalogue # NW04120). Gels were transferred to a polyvinylidene difluoride (PVDF) membrane using a BioRad Transblot Turbo (Catalogue # 1704150) and blocked with 5% milk in Tris Buffered Saline (TBS) + 0.5% Tween-20 (TBST). For detecting MLC and pMLC, 0.2-µm pore size PVDF (EMD Millipore; Immobilon-PSQ) was used. Quantification of Western blots was performed on the same blot using paired mouse and rabbit antibodies and Alexa-680 nm anti-mouse with Alexa-800 nm anti-rabbit whenever possible. For blots that required quantification of antibodies that were only rabbit primaries (e.g., pMLC/MLC antibodies listed above), samples were loaded onto a single gel and transferred onto a single membrane at the same time. After transfer, the membrane was cut in half, and subsequent steps were done in parallel. All quantified blots were checked for equal loading using either anti-tubulin as a housekeeping protein or total protein as detected by Coomassie staining. Primary antibodies were incubated with the membrane in TBST supplemented with 5% BSA either for 1 h at room temperature or overnight at 4°C. Bands were detected with infrared fluorescent secondary antibodies (Invitrogen or LI-COR Biosciences; Catalogue nos. 926-32221 and 926-32210). Membranes were imaged using a Bio-Rad MP ChemiDoc. The ImageJ intensity profile built-in toolset was used for western blotting quantification, which was then averaged, normalized, and plotted in Microsoft Excel.

### Immunofluorescent imaging

Room temperature (23°C) fixed cell confocal imaging was done using a spinning-disk (Yokogawa CSU-X1; Intelligent Imaging Innovations) Leica DMi600B microscope with a spherical aberration correction device and either a ×100/1.46 NA Leica objective. Hamamatsu ORCA-Flash 4.0 camera metal-oxide semiconductor device was used to capture images, and Z-slices of acquired images were assembled using SlideBook 6 software (Intelligent Imaging Innovations). SORA imaging was performed on a spinning-disk (Yokogawa CSU-W1) Intelligent Imaging Innovations Marianas microscope with a x63/1.4NA Zeiss objective and Hamamatsu ORCA Quest camera. Maximum-intensity projections were assembled in SlideBook 6 or ImageJ and exported to Adobe Illustrator for editing. Vertical expansion of side projections was used to increase visual clarity of apical/basal localization. Widefield microscopy was performed using an inverted Leica DMi8 widefield microscope equipped with a Leica ×100 NA air objective, a Leica DFC 9000 GTC camera, Leica Application Suite X, and Leica adaptive focus control.

Cells for immunofluorescence confocal or SORA confocal imaging were plated onto Warner Instruments high tolerance, 1.5 glass coverslips (Catalogue # 64-0734) and allowed to grow to the appropriate confluency for 24–48 h. Cells were fixed by washing cells with room temperature PBS pH 7.4 three times, followed by a 10-min incubation in 10% Paraformaldehyde (PFA) in PBS pH 7.4. Cells were washed 3x in PBS and permeabilized using 0.2% Triton-X in PBS for 5 min at room temperature. After washing with PBS three times, cells were blocked using 2% FBS fetal bovine serum (FBS; Thermo Fisher Scientific; Catalogue # 26140079) in PBS at room temperature for 10 min. Primary antibodies were diluted into 2% FBS in PBS as listed in the reagents section and incubated for 1 h. at room temperature, followed by washing in PBS and incubation in secondary antibody with Alexa-dye phalloidin (Invitrogen; Catalogue no. A30107) at 1:250 and DAPI at 1:10000 for 1 h. at room temperature in 2% FBS in PBS. Cells were washed 3x in PBS at room temperature, then mounted onto Fisher Scientific Premium Plain Glass Microscope Slides (Catalogue # 12-544-4) using Invitrogen ProLong Diamond Antifade Mountant (Catalogue # P36961).

### Mouse intestine immunofluorescence

Ten-week-old mice were anesthetized with Isoflurane and perfused with 25 ml of cold 1X PBS followed by 25 ml of 4% PFA. Small Intestines were collected and flushed with 40 ml of cold 1X PBS and cut longitudinally to expose the luminal surface. Intestines were then rolled longitudinally with the luminal surface facing inward to create a Swiss roll and post-fixed with 4% PFA at 4°C for 24 h. Intestines were then cryoprotected with 30% sucrose for 72 h at 4°C and embedded in Optimal Cutting Temperature Media. Cryosections were generated at a thickness of 15 mm with a Microm HM 505 N cryostat (Thermo Fischer Scientific, Waltham, MA) and frozen onto Superfrost Plus microscope slides (Fisher Scientific). Samples were washed with 1x PBS and permeabilized/blocked in 1X PBS-T (2% Triton-X) containing 5% Normal Horse Serum for 1 h at room temperature (RT). Samples were then stained overnight at 4°C in 1x PBS containing 2% normal horse serum and primary antibodies at the following dilutions: Rabbit anti-ARHGAP18 (1:10), Mouse anti-Ezrin (1:100). Samples were then washed with 1X PBS and incubated for 1 h at RT in 1x PBS containing 2% normal horse serum and secondary antibodies at the following dilutions: Donkey anti-rabbit Alexa Fluor 568 (1:500; Invitrogen; Catalogue no. A10042), goat anti-mouse Alexa Fluor 488 (1:500; Invitrogen; Catalogue no. A32723), phalloidin-Alexa-647 (1:500; Invitrogen; Catalogue no. A30107), and Hoechst 33342 (1:3000; AnaSpec, 83218). Samples were mounted with Fluoromount-G (Invitrogen, 00-4958-02). Images were captured with a Yokogawa CSU-X1 spinning-disk Leica DMi600B microscope (Intelligent Imaging Innovations, Tokyo, Japan). All animal protocols and procedures were approved by the SUNY Buffalo Animal Care and Use Committee under IACUC protocol BCH08076N.

### Immobilized ARHGAP18 pulldowns

To determine the interaction between ARHGAP18 and Merlin or YAP, pulldown assays were performed using cell lysate from Jeg-3 WT cells. Purified human ARHGAP18 was produced by bacterial expression of an N-terminal-SUMO-HIS-tagged protein purified using a NiNTA resin as described in (Lombardo *et al.*, 2024). Transfections for GFP Merlin were performed using PEI MAX polyethylenimine reagent (Polysciences; Catalogue # 24765). Cells were harvested with lysis buffer (25 mM Tris, 5% glycerol, 150 mM NaCl, 50 mM NaF, 0.1 mM Na3VO4, 10 mM βGP, 0.2% Triton X-100, 250 mM calyculin A, 1 mM DTT, 1× cOmplete Protease Inhibitor Cocktail [Roche; Catalogue # 11836153001]) by scraping. Lysates were then sonicated and centrifuged at 8000 × g for 10 min at 4°C. Before incubating with the cell lysates, SUMO-ARHGAP18 NiNTA beads were equilibrated and washed in lysis buffer. The sample of the supernatant was taken for input, then the rest was added to the SUMO-ARHGAP18 NiNTA beads and nutated for 3 h at 4°C. After incubation, the beads were pelleted and washed four times with a 2 min incubation before boiling in 40 µl 2× Laemmli sample buffer.

### RNA-Seq sample preparation

Cells were plated in 100 mm Corning 100 × 20 mm Petri-style TC-treated culture dishes (Catalogue# 430167) and allowed to grow to 80% confluency. Cells were plated at 10 am on day 0, media was exchanged at 10 am on day 1, and cells were collected and pelleted at 10 am on day 2 over a total of 48 h to maintain environmental consistency. Pelleting of cells was performed by washing the cells three times in PBS, then adding 0.05% trypsin (Thermo Fisher Scientific; Catalogue # 25300054) and incubating at 37°C and 5% CO2 for 5 min. Once detached cells were washed into MEM media (Thermo Fisher Scientific; Catalogue# 10370088), then the media was exchanged for ice-cold PBS. Cells were pelleted at 1000x g and stored at −80°C until they were lysed for RNA extraction. Total RNA was extracted at the University at Buffalo Core Genomics Facility using TRIzol reagent (Catalogue no. 15596018, Invitrogen). It was then purified with a RNeasy kit (Catalogue no. 74106, Qiagen). Libraries were prepared using the Illumina TruSeq Stranded total RNA kit and the Ribo-Zero plus rRNA depletion kit. The sequencing was performed on an Illumina HiSeq 4000 PE100 sequencer. The nf-core/rnaseq Version 3.18.0 bioinformatics pipeline was used to analyze RNA sequencing data, with alignment and quantification performed using STAR (Dobin *et al.*, 2013) followed by Salmon (Patro *et al.*, 2017).

### Bioinformatic analysis

Raw gene counts were analyzed using the DESeq2 package in R to identify differentially expressed genes (DEGs) between WT-Jeg-3 and ARHGAP18 KO conditions. Genes were classified as DEGs if the following filtering criteria were met: false-discovery rate (FDR) adjusted *p*-value of <0.05 and absolute log_2_(fold-change) of > 0.5. Sample distribution was visualized with the Principal Component Analysis (PCA) plot generated by the ggplot2 package in R using a normalized count dataset. Python's Bioinfokit was used to create the volcano plot.

Functional enrichment analysis was performed using the g: GOSt function on the gProfiler web server (https://biit.cs.ut.ee/gprofiler/gost) with the identified DEGs. The significance threshold was set to the FDR value, and significant Gene Ontology (GO) terms in molecular functions, biological pathways, and cellular components categories were defined by an adjusted *p*-value of < 0.05. The top 15 GO terms in each category were visualized using bubble plots generated by the SRplot online server.

To visualize expression patterns across samples, a clustered heatmap was generated with the SRplot online server using log_2_-transformed normalized gene expression values. Specifically, hierarchical clustering was performed on both genes (rows) and samples (columns) using Euclidean distance and complete linkage cluster methods. Genes visualized were DEGs annotated in the GO term.

Ingenuity pathway analysis (IPA, QIAGEN) was used to perform network analysis on 889 DEGs identified in this dataset. A core analysis was run on this dataset, which produced information on various mechanistic pathways and enriched function-based literature gathered in the IPA knowledge base. Specifically, we used the “My Pathway” function to generate predicted networks between ARHGAP18 and some genes of interest. The “Molecular Activity Predictor” tool was used to elucidate predicted activation states of molecules and interactions dependent on ARHGAP18.

### RT-qPCR

Total RNA was reverse transcribed and analyzed by RT-qPCR as previously described (Klein *et al.*, 2007). Briefly, RNA samples were diluted to 50 ng/ml with molecular-grade biology water and used for reverse transcription with Applied Biosystem reagents (1x buffer, MgCl2, dNTP, random hexamers, RNase inhibitor, and Multiscribe Reverse Transcriptase) in a total volume of 20 µl. The following PCR reactions contain 2 µl of the complementary DNA mix, TaqMan Universal PCR mix, forward and reverse primers, and targeted probes. TaqMan probes were used for CORO1A (Invitrogen, Hs00200039_m1) and GAPDH (Invitrogen, Hs02786624_g1). The PCR reaction contains 40 cycles of denaturation (5 min at 95°C) and annealing/extension (30 s at 60°C). The relative change in mRNA expression for the target gene was calculated using the comparative threshold cycle method, with GAPDH serving as the reference gene. RNAseq data were uploaded to GEO accession GSE310589.

### Cell culture and expression vectors

Jeg-3 cells were purchased from ATCC.org (Catalogue # Htb-36) and maintained in a humidified incubator at 37°C and 5% CO2. Media for Jeg-3 cells used in 1× MEM (Thermo Fisher Scientific; Catalogue # 10370088) with penicillin/streptomycin (Thermo Fisher Scientific; Catalogue # 15070063), 10% fetal bovine serum (FBS; Thermo Fisher Scientific; Catalogue # 26140079), and GlutaMAX (Thermo Fisher Scientific; Catalogue # 35050061). Corning 100 × 20 mm Petri-style TC-treated culture dishes (Catalogue # 430167) were used for maintaining cultures. Cell cultures for experiments were maintained at 70%–80% confluency. For focal adhesion experiments, the cell cultures were maintained at 50%–60% confluency. Transient transfections used a PEI MAX polyethylenimine reagent (Polysciences; Catalogue # 24765). All cell lines were checked for mycoplasma in regular intervals using DAPI staining. ARHGAP18 knockout cells were created and characterized (Lombardo *et al.*, 2024). In summary of these methods, multiple CRISPR single-guide RNAs against the sequence 5′-CAGCGGCAAGGACCAGACCG-3′ or 5′-CAGCGGCAAGGACCAGACCG-3′ were cloned into puromycin-resistant pLenti-CRISPRV2 (Addgene; Catalogue # 49535), which was transfected into 293TN cells with psPAX3 and pCMV-VSV-G (a gift from Jan Lammerding, Weill Institute for Cell and Molecular Biology, Cornell University, Ithaca, NY) for 48–72 h. Jeg-3 cells were then transduced with virus supplemented with Polybrene to 8 µg/ml twice a day for 2 d, followed by puromycin selection at 2 µg/ml. Mixed populations of selected cells were single-cell sorted and then screened by western blotting. ARHGAP18 expression vectors were created and described in (Lombardo *et al.*, 2024).

### Super-resolution STORM

Jeg-3 cells were plated on 35 mm 1.5 high precision glass bottom MatTek dishes (Catalogue # P35G-0.170-14-C) and fixed and permeabilized using 2 mls of 0.3% glutaraldehyde and 0.25% Triton X-100 in cytoskeleton buffer (10 mM MES pH 6.1, 150 mM NaCl, 5 mM EGTA, 5 mM glucose, and 5 mM MgCl_2_) for 1–2 min at room temperature. Initial fixation was followed by 2% glutaraldehyde in cytoskeletal buffer for 10 min at room temperature. The sample was then treated with 1ml 0.1% NaBH4 in Phosphate Buffered Saline (PBS) at pH 7.4 for 7 min to reduce background fluorescence. Actin was stained with phalloidin at a dilution of 1:250 overnight at 4°C. Slides were washed into 50 mM Tris, pH 8.0, 10% glucose, 10 mM NaCl, 0.5 mg/ml Glucose oxidase, 0.04 mg/ml catalase, with 10% cysteamine by weight, and 1.5% 2-Mercaptoethanol (BME) by weight. Stochastic Optical Reconstruction Microscopy (STORM; Rust *et al.*, 2006) was performed using a Zeiss Elyra super-resolution inverted Axio Observer.Z1 microscope provided by Cornell University's Institute of Biotechnology Imaging Facility. Lasers emitting 405 and 640 nm wavelengths through a 100x/1.46 NA oil objective captured images on a pco.edge 5.5m camera. Exposure time ranged from 50 to 400 ms and was dependent on the sample and channel to optimize STORM reconstruction. A minimum of 100,000 images were used for each STORM processing using the ImageJ ThunderSTORM toolset (Ovesny *et al.*, 2014) or the Zeiss Zen built-in STORM reconstruction toolset, and adjusting the filtering conditions to maximize the signal-to-noise of single actin filaments in reconstructions.

### Statistical methods

Statistical comparisons were performed in Microsoft Excel. The type of statistical tests utilized, the configuration of error bars, and the number of independent data points (*n*) are detailed in the figure legends respective to the data tested. Nonparametric or parametric testing was justified through the assumption of the tested data having a normal distribution or not. Analyses were also done using GraphPad Prism to produce a graphical representation of the amount of phosphorylated YAP over the total expression of YAP with the test and *n* listed in the figure legend.

## Supplementary Material

## Abbreviations used:

ERM: ezrin radixin moesin
GAP: GTPase-activating protein
LOK: lymphocyte-oriented kinase
MLC: myosin light chain
NM-Myo-2: non-muscle myosin 2
SORA: super resolution by optical pixel reassignment
YAP: yes-associated protein.

# Supplementary material for: ARHGAP18 complexes with both YAP and Merlin and is required for basal actin bundles
**Source:** Mol Biol Cell. 2026 Jun 30;37(7):ar75. doi: 10.1091/mbc.E26-03-0143

Supplemental Materials

Molecular Biology of the Cell

Murray *et al.*

A

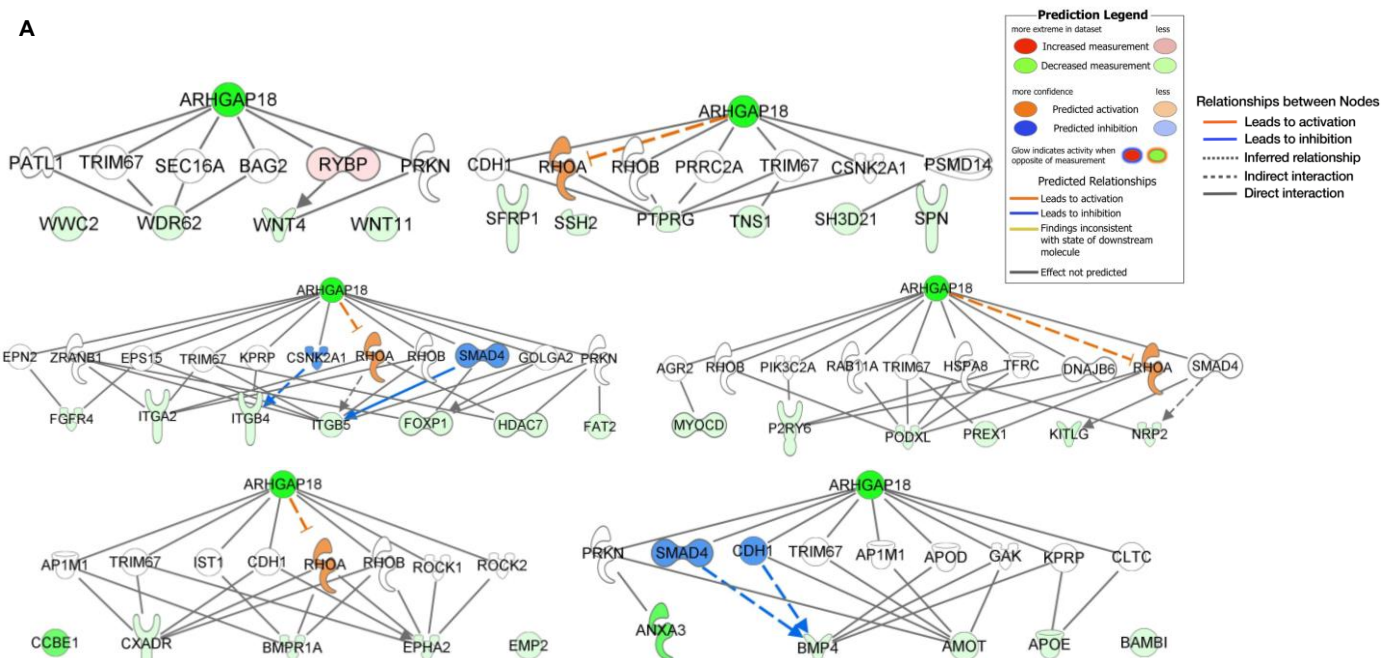

B

Upstream regulator predicted to be involved due to expressional changes seen in the dataset (predicted inhibition)

Upstream Regulator	Molecule Type	Predicted Activation State	Activation z-score	p-value of overlap	Target Molecules in Dataset
FOXA1	transcription regulator	Inhibited	-3.116	5.59E-11	↑ANXA1, ↓AQP1, ↑ARHGEF9, ↑BHLHE40, ↑BNIP3L, ↑B...all 30
SFTPA1	other	Inhibited	-3.000	3.63E-04	↓AMOT, ↑CRLF1, ↑ECM1, ↓GABRP, ↑PLIN2, ↑SERPINE1, ...all 9
N-[N-(3,5-difluorophenacetyl-L-Ala)]-S	chemical - protease inhibitor	Inhibited	-2.944	1.91E-03	↓CD24, ↑FSTL3, ↑HAPLN1, ↑HEY1, ↑JAG1, ↑LOC10272...all 12
miR-141-3p (and other miRNAs w/see	mature microRNA	Inhibited	-2.612	1.09E-04	↑CD274, ↑JAG1, ↑PITX1, ↑PMAIP1, ↓RHPN2, ↑RNF128, ...all 10
NR0B2	ligand-dependent nuclear receptor	Inhibited	-2.599	1.05E-01	↑CARD11, ↓CYP7B1, ↑FGFR1, ↑MAP3K8, ↑PIK3C2G, ↑S...all 8
ETV6-RUNX1	fusion gene/product	Inhibited	-2.571	2.25E-03	↓ABLIM1, ↑ABR, ↑ANTXR2, ↑ARHGAP24, ↑CARD11, ↑...all 19
26S PROTEASOME (complex)	complex	Inhibited	-2.530	1.28E-02	↑ATP6V1H, ↑CTS8, ↑CTSF, ↓FOXO1, ↑HSPB8, ↑NOTCH1...all 10
CAPN6	peptidase	Inhibited	-2.530	3.76E-04	↓BMP4, ↓BMPR1A, ↓FZD7, ↓ID1, ↑SERPINE1, ↑TCF7, ↑...all 10
EGLN (family)	group	Inhibited	-2.459	9.06E-04	↑BNIP3, ↓DMKN, ↑FSTL3, ↑MAP3K8, ↓MYOCD, ↑PDG...all 13
salirasib	chemical drug	Inhibited	-2.433	6.87E-03	↑BHLHE40, ↑BNIP3, ↑ENO2, ↑PFKFB4, ↑SERPINE1, ↑STC1...all 6
CCN5	growth factor	Inhibited	-2.401	4.44E-03	↓CD24, ↑PROCR, ↑SERPINE1, ↑TGFB1, ↑TWIST1, ↑ZNF4...all 6
miR-155-5p (miRNAs w/seed UAAUGC	mature microRNA	Inhibited	-2.359	7.68E-02	↑AMIGO2, ↓MYO10, ↓MYO1E, ↑PICALM, ↑PMAIP1, ↓P...all 9
ALPHA CATENIN (family)	group	Inhibited	-2.343	8.80E-03	↑CTS8, ↑ELK3, ↓IGF2, ↑LYN, ↑SGK1, ↓SNAI1, ↑TNFAIP3, ...all 9
ESR1	ligand-dependent nuclear receptor	Inhibited	-2.254	7.16E-10	↓ABCA4, ↓ABLIM1, ↑ADCY1, ↑ALCAM, ↓ANGPTL2, ↓A...all 96
ibrutinib	chemical drug	Inhibited	-2.236	4.51E-01	↓BMP4, ↑COX6C, ↓MGLL, ↑RIPK2, ↓WDR74 ...all 5
CELF1	translation regulator	Inhibited	-2.236	6.33E-03	↓ADGRL2, ↓DMPK, ↓DNMBP, ↑JAG1, ↓PXDN, ↑WFS1 ...all 6
OVOL2	transcription regulator	Inhibited	-2.224	1.42E-02	↑ARHGAP31, ↑FAM13A, ↑NR2F1, ↑SDCBP, ↑VWIF1 ...all 5
TNFSF12	cytokine	Inhibited	-2.216	3.65E-01	↑HEY1, ↑HEYL, ↓ID1, ↓MYOD1, ↑NOTCH1 ...all 5
mir-34 (includes others)	microRNA	Inhibited	-2.207	2.38E-02	↑BNIP3L, ↑FGFR1, ↑HEY1, ↑KLF10, ↓LIN28A, ↑NOTCH1, ...all 8
GIP	other	Inhibited	-2.200	2.90E-02	↑IKKBK, ↓MX1, ↑SERPINE1, ↑TCF7, ↑TNFRSF18 ...all 5
DCAF1	kinase	Inhibited	-2.177	5.57E-03	↑CD274, ↑KLF10, ↑PMAIP1, ↑SOCS2, ↑TNFSF10 ...all 5
PDLIM2	other	Inhibited	-2.111	8.22E-05	↑CRISPLD2, ↓DPF3, ↑MYL9, ↓NR2F1, ↑PGCKA1, ↑RAS...all 11
iron	chemical - endogenous mammalian	Inhibited	-2.085	2.07E-02	↑GADD45G, ↓HMOX1, ↓ID1, ↑NDRG1, ↑SLC40A1 ...all 5
IL10RA	transmembrane receptor	Inhibited	-2.065	2.02E-03	↓ADGRL2, ↓ALDH2, ↑ASS1, ↓BMP4, ↑BNIP3, ↑CCR7, ↓...all 19
mifepristone	chemical drug	Inhibited	-2.022	2.03E-04	↓ACAN, ↓ANXA1, ↓APOE, ↓AQP1, ↑CAV1, ↓CD24, ↑C...all 23
N-[(2Z)-3-(4,5-dihydro-1,3-thiazol-2-yl)	chemical reagent	Inhibited	-2.008	2.68E-03	↑CYP19A1, ↑ELOVL3, ↑LYPD3, ↑NR4A3, ↑SERPINE1, ↑S...all 8
HSP70 (family)	group	Inhibited	-2.000	8.08E-02	↓ACSL3, ↑GBP1, ↑MAPT, ↑SAT1, ↑SLC40A1 ...all 5
LAS1L	other	Inhibited	-2.000	9.85E-02	↑ASS1, ↑RN7SK, ↑SCARNA13, ↑SMPDL3B ...all 4
SKIC2	enzyme	Inhibited	-2.000	4.28E-02	↑BHLHE40, ↑CTH, ↑DDIT4, ↑STC1 ...all 4

Upstream regulator predicted to be involved due to expressional changes seen in the dataset (predicted activation)

Upstream Regulator	Molecule Type	Predicted Activation State	Activation z-score	p-value of overlap	Target Molecules in Dataset
TP53	transcription regulator	Activated	4.101	8.87E-10	ACSL3, ACSL6, AGO2, ANXA1, ANXA3, APOBEC3A, ...all 125
dimethyl-L-n-oxyal-glycine	chemical reagent	Activated	3.969	4.74E-10	BNIP3, BNIP3L, BTG1, CAV1, CORO1A, DDIT4, ...all 28
BHLHE40	transcription regulator	Activated	3.797	2.03E-05	ANXA1, BHLHE40, BHLHE41, BTG1, CAV1, CCR7, ...all 25
CD3 (complex)	complex	Activated	3.557	1.13E-05	ANXA1, ATP11B, BAMBI, BTG1, CD274, CD53, ...all 39
IL13	cytokine	Activated	3.394	2.35E-04	AVP11, CISH, CTSE, CTSH, CXCR2, ELP3, ERBB4, ...all 30
CALCA	other	Activated	3.301	3.38E-03	GAST, HMOX1, IL2RB, JAG1, PLEKHA6, PLXDC2, ...all 13
doxorubicin	chemical drug	Activated	3.300	1.82E-03	ANXA1, BHLHE40, BMP4, BNIP3L, BTG1, CD274, ...all 40
ZBTB16	transcription regulator	Activated	3.293	5.87E-02	AGPAT4, CD24, CD274, CSGALNACT1, DDIT4, ...all 11
IL6	cytokine	Activated	3.199	4.92E-05	ADGRL2, ANXA1, APOE, BAMBI, BHLHE40, CCR7, ...all 47
lipopolysaccharide	chemical drug	Activated	3.180	4.76E-08	ACAN, ALCAM, ALDH2, ANGPTL2, ANXA1, ...all 138
PIWIL4	other	Activated	3.162	7.04E-03	ADSS1, BTG1, ELK3, FVB1, MFGE8, NDRG1, ...all 10
PTGS2	enzyme	Activated	3.076	5.53E-03	ADGRL3, ANXA1, AQP1, CCR7, CD274, CXCR2, ...all 15
CSF2	cytokine	Activated	2.986	1.47E-02	ANXA1, BMPRI4, CARD11, CCR7, CD24, CD274, ...all 25
etoposide	chemical drug	Activated	2.914	2.94E-02	CD274, CLCA2, CSF2RB, DDIT4, GADD45G, GBP2, ...all 15
olaparib	chemical drug	Activated	2.897	1.24E-04	BHLHE40, BOK, BTG1, GADD45G, GBP2, GDF15, ...all 14
PDGF-BB (complex)	complex	Activated	2.830	1.15E-04	BHLHE40, BMP4, CAV2, CTH, F3, FGFR1, GBP2, ...all 24
PD173074	chemical reagent	Activated	2.828	6.74E-11	CCR7, CDH5, CGA, CYP19A1, ERVFRD-1, F3, ...all 18
CD28	transmembrane receptor	Activated	2.828	1.99E-05	ANXA1, ATP11B, BHLHE40, BTG1, CD274, CISH, ...all 26
EGF	growth factor	Activated	2.807	6.40E-06	ACSL3, ALCAM, CAV1, CD274, CDH5, CGA, ...all 44
NR1P7	other	Activated	2.795	4.47E-07	APOBEC3C, CD274, FBXO38, FXYD3, IMAGE4, ...all 8
tetradeanoylphorbol acetate	chemical drug	Activated	2.784	3.84E-09	ACAN, ADAM9, ADCY3, ALCAM, AMIGO2, ANX, ...all 77
STAT4	transcription regulator	Activated	2.783	1.41E-05	BHLHE40, ENO2, FVB1, FZD7, GADD45G, MAG, ...all 20
AHR	ligand-dependent nuclear receptor	Activated	2.762	4.31E-05	ADAM9, AHR, ALDH2, AMIGO2, BAMBI, CAD, ...all 36
3,5-dihydroxyphenylglycine	chemical reagent	Activated	2.714	3.23E-03	BCAS1, CACNA1D, ELAVL2, FABP7, FAT2, L1CAM, ...all 11
LEF1	transcription regulator	Activated	2.688	7.20E-04	ACAN, ANXA1, CARD11, CAV1, CD24, CD274, ...all 20
IL1B	cytokine	Activated	2.659	5.79E-10	ACAN, ANGPTL2, ANXA1, APOE, ASS1, BACE1, ...all 80
enzalutamide	chemical drug	Activated	2.630	7.35E-03	BOK, CYP4V2, ENO2, GADD45G, PPP1R13B, TGF, ...all 8
IL4	cytokine	Activated	2.576	8.06E-08	ABLIM1, ACSL6, ADCY1, AGPAT4, ALDH2, ANX, ...all 74
pirinixic acid	chemical toxicant	Activated	2.547	4.69E-03	APOA2, APOE, BNIP3, CD24, CGA, CTSE, CYP, ...all 24
STAT3	transcription regulator	Activated	2.526	3.31E-09	ANGPTL2, BNIP3L, CASC9, CCR7, CD274, CDH5, ...all 58
NR3C2	ligand-dependent nuclear receptor	Activated	2.520	5.53E-04	APOC1, APOE, BMP4, CACNA1H, CXCR2, DDIT4, ...all 15
Upstream Regulator	Molecule Type	Predicted Activation State	Activation z-score	p-value of overlap	Target Molecules in Dataset
ALKB5	enzyme	Activated	2.190	1.56E-02	BNIP3, CAV1, FABP5, FGFR1, FOXO1, IGF2, ...all 9
KLF15	transcription regulator	Activated	2.187	9.80E-02	DDIT4, DECR1, FABP5, IRX3, SLC27A1, TNFSF10, ...all 6
methylnitrosoguanidine	chemical toxicant	Activated	2.186	3.09E-03	BTG1, GDF15, KLF10, SERPINE1, TNFSF10, ...all 5
D-glucose	chemical - endogenous mammalian	Activated	2.176	7.05E-05	ACAN, ANXA1, ANXA3, AQP1, ASS1, BMP4, ...all 45
IL5	cytokine	Activated	2.174	9.10E-04	ASS1, BNIP3, BNIP3L, CCR7, CD24, CISH, CSF, ...all 19
glucocorticoid	chemical drug	Activated	2.162	4.41E-02	ANXA1, CGA, CYP19A1, GABRP, GBP1, GPR158, ...all 15
ADIPOQ	other	Activated	2.160	7.17E-05	ANGPTL2, APOA2, APOC1, CGA, CHIC1, CYP19A1, ...all 22
SREBF1	transcription regulator	Activated	2.146	2.87E-03	APOA2, BHLHE40, BHLHE41, CTH, CXADR, CYP, ...all 18
IL2	cytokine	Activated	2.141	5.44E-05	ACSL3, ACSL6, ADCY3, ANXA1, AUTS2, BHLHE40, ...all 43
TYA-018	chemical reagent	Activated	2.138	2.57E-03	ACSL3, BNIP3, CAV1, CHMP6, DECR1, GGH, ...all 14
IL15	cytokine	Activated	2.127	1.00E-04	ANXA1, BAMBI, BTG1, CD274, CD53, CISH, ...all 31
cantharidin	chemical drug	Activated	2.121	1.15E-03	ALDH3A2, BHLHE40, BHLHE41, CYP19A1, ELK3, ...all 26
CD38	enzyme	Activated	2.111	5.35E-04	ASS1, BNIP3, BNIP3L, CISH, CSF2RB, FAM162A, ...all 14
NEDD9	other	Activated	2.111	4.95E-05	BHLHE40, BNIP3, DDIT4, GDF15, ITGA2, PLIN2, ...all 11
IL17A	cytokine	Activated	2.101	1.37E-02	ACAN, CD274, COTL1, CYP7B1, HMOX1, HSPB8, ...all 23
semaxinib	chemical drug	Activated	2.093	1.20E-07	AHR, CARD11, CCR7, CD24, CSF2RB, CYP19A1, ...all 18

Figure S1: Ingenuity Pathway Analysis (IPA) of Bulk RNAseq data from ARHGAP18 KO compared to WT-Jeg3. A) Graphical representation of predicted interactions. Nearly all observed protein-protein interactions are separated by a grey line indicating "Interaction not predicted". Notable exceptions include RhoA, CDH1, and SMAD4 B) List of upstream regulator predicted to be involved due to expressional changes seen in the dataset. C) List of upstream regulator predicted to be involved due to expressional changes seen in the dataset.

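Ingenuity Pathway Analysis draws a network from a list of changed genes and a curated database of relations, and its nodes include genes whose own RNA need not change. CDH1, the gene of E-cadherin, averaged 1147 CPM in WT and 1218 CPM in KO cells over all 8 libraries, a log2 fold change of 0.09 (SE 0.074, adjusted p = 0.57). SMAD4 had log2 fold changes of −0.06 (adjusted p = 0.74) in all 8 libraries and −0.18 (adjusted p = 0.095) in replicates 2 to 4. Neither was called.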

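The overlap p-values of the supplement rest on counts of changed genes that a database places downstream of a regulator, and the predicted states on the directions of these genes. Among genes of Notch signaling, 8 of 17 tested were higher and none lower in replicates 2 to 4 (8 higher when adjusted over the list alone), and 4 were higher in all 8 libraries (6 when adjusted over the list alone). NOTCH2 had log2 fold changes of 0.59 (adjusted p = 0.0049) in replicates 2 to 4 and 0.60 (SE 0.042, adjusted p = 0.0015) in all 8. The ligand gene JAG1 had log2 fold changes of 0.77 (adjusted p = 0.039) and 0.85 (SE 0.13, adjusted p = 0.013). HES1 and HES2, also members of the list, were called in all 8 libraries at 0.67 (adjusted p = 0.029) and 0.74 (adjusted p = 0.036). Both calls ended without any 1 library other than WT 1 and KO 1 (adjusted p = 0.051 to 0.11).
Of 38 tested genes of the hypoxia response, 10 were higher in replicates 2 to 4 and none lower (10 higher when adjusted over the list alone). Only BHLHE40 and DDIT4 were called in all 8 libraries, at log2 fold changes of 0.74 (SE 0.043, adjusted p = 0.00053) and 0.83 (SE 0.15, adjusted p = 0.020), and the call of DDIT4 ended without any 1 library other than WT 1 and KO 1 (adjusted p = 0.056 to 0.072). The list's median was −0.103 in KO 1 and 0.188 to 0.204 in KO 2 to KO 4. Both sets were higher by camera in replicates 2 to 4 (adjusted p = 0.016 for Notch signaling and 8.5e-08 for the hypoxia response), but not with an estimated correlation (0.21 and 0.19).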

Gene	Description	Comment	Citation
AUTS2	Activator Of Transcription And Developmental Regulator AUTS2	Part of the PRC1-like complex	https://pubmed.ncbi.nlm.nih.gov/25519132/
CARMIL2	Capping Protein Regulator And Myosin 1 Linker 2	Membrane bound actin capping protein	https://pubmed.ncbi.nlm.nih.gov/26578515/
CYP7B1	Cytochrome P450 Family 7 Subfamily B Member 1	Metabolism of steroids	https://pubmed.ncbi.nlm.nih.gov/10588945/
EMILIN2	Elastin Microfibril Interfacer 2	Microfibrillar Protein	https://pubmed.ncbi.nlm.nih.gov/26945878/
JCAD	Junctional Cadherin 5 Associated Protein	Cell-to-cell junction protein regulating Hippo signaling	https://pubmed.ncbi.nlm.nih.gov/29794114/
AMOT	Angiomotin	Repressor of YAP1	https://pubmed.ncbi.nlm.nih.gov/21205866/
PTPRG	Protein Tyrosine Phosphatase Receptor Type G	Growth factor receptor	https://pubmed.ncbi.nlm.nih.gov/16263724/
WNT11	Wnt Family Member 11	WNT gene family member	https://pubmed.ncbi.nlm.nih.gov/11712081/
HDAC7	Histone Deacetylase 7	Regulates activity of FOXP3	https://pubmed.ncbi.nlm.nih.gov/17360565/
TPM1	Tropomyosin 1	Actin binding protein which regulates myosin binding activity	https://pubmed.ncbi.nlm.nih.gov/38971309/
WWC2	WW And C2 Domain Containing 2	Hippo Pathway component. Regulates phosphorylation of YAP1	https://pubmed.ncbi.nlm.nih.gov/24682284/
CD24	Precursor protein to a sialoglycoprotein	Expressed on cell exterior	https://pubmed.ncbi.nlm.nih.gov/32790899/
WDR62	WD Repeat Domain 62	MAPK binding protein 1 paralog	https://pubmed.ncbi.nlm.nih.gov/19910486/
AQP1	Aquaporin 1	Water channel membrane protein	https://pubmed.ncbi.nlm.nih.gov/9177353/
SH3D21	SH3 Domain Containing 21	EGFR signaling	https://pubmed.ncbi.nlm.nih.gov/20029029/
KITLG	KIT Ligand	Stimulates phosphorylation of PIK3 and activation of AKT1 with activation of MAP kinases	https://pubmed.ncbi.nlm.nih.gov/32463597/
SFRP1	Secreted Frizzled Related Protein 1	WNT Antagonist	https://pubmed.ncbi.nlm.nih.gov/14871816/
EPHA2	Ephrin Receptor A2	Inhibition of the ERK1/ERK2 (MAPK3/MAPK1) signaling pathway	https://pubmed.ncbi.nlm.nih.gov/12400011/
BMPR1A	Bone Morphogenetic Protein Receptor Type 1A	Transmembrane serine/threonine kinase involved in PI3K/AKT signaling	https://pubmed.ncbi.nlm.nih.gov/25110865/
GDF6	Growth Differentiation Factor 6	Secreted ligand of the TGF-beta	https://pubmed.ncbi.nlm.nih.gov/23307924/
BMP4	Bone Morphogenetic Protein 4	Ligand activating ERK/MAP kinase, PI3K/Akt	https://pubmed.ncbi.nlm.nih.gov/31363885/
F3	Coagulation Factor III	Cell surface glycoprotein initiates the blood coagulation cascade	https://pubmed.ncbi.nlm.nih.gov/25535411/
ID1	Inhibitor of DNA Binding 1	Interferes with DNA binding of Transcription factors	https://pubmed.ncbi.nlm.nih.gov/10537105/
CXADR	CXADR Ig-Like Cell Adhesion Molecule	Activates PI3-kinase and MAP kinases	https://pubmed.ncbi.nlm.nih.gov/38146657/
LOXL2	Lysyl Oxidase Like 2	Transcription corepressor	https://pubmed.ncbi.nlm.nih.gov/27735137/
PODXL	Podocalyxin Like	Ezrin Binding. MAPK / PI3K	https://pubmed.ncbi.nlm.nih.gov/17616675/
ANXA3	Annexin A3	Negative regulator of the mitogen-activated protein kinase (MAPK) pathway, promoting the targeting of EGFR to lysosomes for degradation	https://pubmed.ncbi.nlm.nih.gov/22797061/
L1CAM	L1 Cell Adhesion Molecule	Regulates cell adhesion and the generation of transmembrane signals	https://pubmed.ncbi.nlm.nih.gov/22796939/
ITGB5	Integrin Subunit Beta 5	Integrin regulated by Hippo signaling and YAP/TAZ	https://pubmed.ncbi.nlm.nih.gov/28504269/
SSH2	Slingshot Protein Phosphatase 2	Cofilin Hippo	https://pubmed.ncbi.nlm.nih.gov/25864508/
P2RY6	Pyrimidinergic Receptor P2Y6	G-Protein Coupled receptor activated by extracellular nucleotides	https://pubmed.ncbi.nlm.nih.gov/39322240/
SPN	Sialophorin (CD43)	ERM binding protein	https://pubmed.ncbi.nlm.nih.gov/10385528/
ITGB4	Integrin Subunit Beta 4	Integrin regulated by Hippo signaling and YAP/TAZ	https://pubmed.ncbi.nlm.nih.gov/28504269/
SEMA3D	Semaphorin 3D	Activates Hippo Signaling	https://pubmed.ncbi.nlm.nih.gov/35613278/
FOXP1	Forkhead Box P1	Direct YAP/TAZ binding protein	https://pubmed.ncbi.nlm.nih.gov/24525530/
TNS1	Tensin1	Focal adhesion protein. Activates YAP.	https://pubmed.ncbi.nlm.nih.gov/38297127/
BAMBI	BMP and activin membrane-bound inhibitor	Target gene of Bmp-4 signaling.	https://pubmed.ncbi.nlm.nih.gov/11165491/
PREX1	Phosphatidylinositol-3,4,5-Trisphosphate Dependent Rac Exchange Factor 1	Rac1 GEF stimulated by PI3K/ ERK signaling	https://pubmed.ncbi.nlm.nih.gov/17308088/
FAT2	FAT Atypical Cadherin 2	Member of the cadherin superfamily. Suppresses YAP activation	https://pubmed.ncbi.nlm.nih.gov/29985391/
APOE	Apolipoprotein E	Activates MAP3K12 and a non-canonical MAPK signal transduction pathway	https://pubmed.ncbi.nlm.nih.gov/28111074/
PRKG1	Protein Kinase CGMP-Dependent 1	Activates MAPK Kinase (MEK)	https://pubmed.ncbi.nlm.nih.gov/10567406/
HMOX1	Heme Oxygenase 1	Catalyzes the oxidative cleavage of heme	https://pubmed.ncbi.nlm.nih.gov/11121422/
SPNS2	SPNS Lysolipid Transporter 2, Sphingosine-1-Phosphate	Lipid transporter of sphingosine 1-phosphate	https://pubmed.ncbi.nlm.nih.gov/19074308/
EMP2	Epithelial Membrane Protein 2	Regulates integrins	https://pubmed.ncbi.nlm.nih.gov/16216233/
FGFR4	Fibroblast Growth Factor Receptor 4	Cell surface receptor that mediates activation of MAP kinase signaling pathway	https://pubmed.ncbi.nlm.nih.gov/21203561/
NRP2	Neuropilin-2	Transmembrane receptor. Binds Semaphorin 3	https://pubmed.ncbi.nlm.nih.gov/28843905/
WNT4	Wnt Family Member 4	Wnt Family Member 4	https://pubmed.ncbi.nlm.nih.gov/24964196/
ITGA2	Integrin Subunit Alpha 2	Integrin regulated by Hippo signaling and YAP/TAZ	https://pubmed.ncbi.nlm.nih.gov/28504269/
MYOCD	Myocardin	Regulated by YAP/TAZ	https://pubmed.ncbi.nlm.nih.gov/37927241/
CCBE1	Collagen And Calcium Binding EGF Domains 1	Involved in binding to components of the extracellular matrix	https://pubmed.ncbi.nlm.nih.gov/21778431/

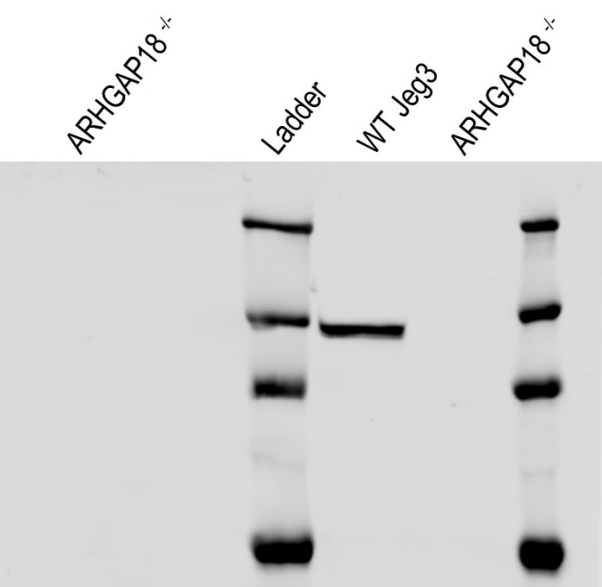

ARHGAP18

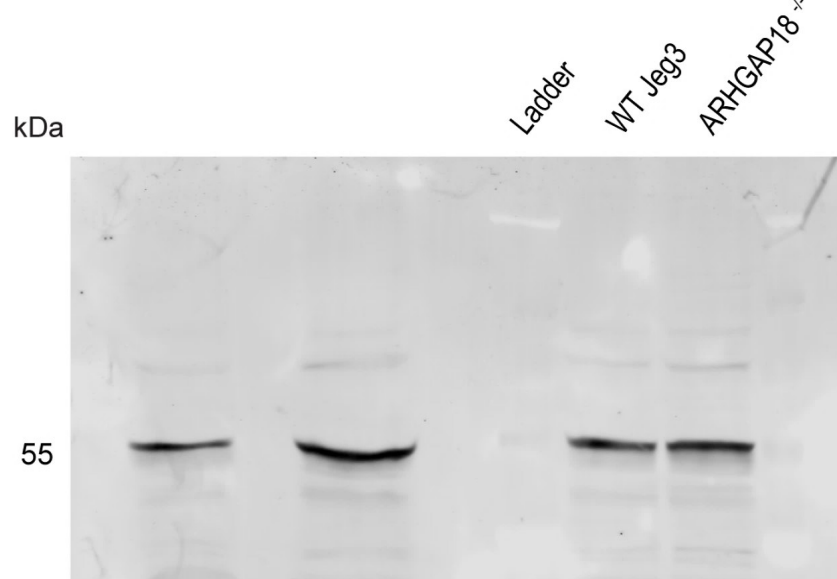

Tubulin

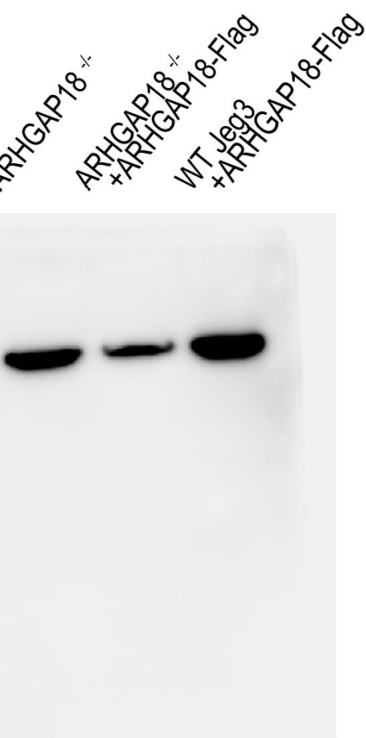

MLC

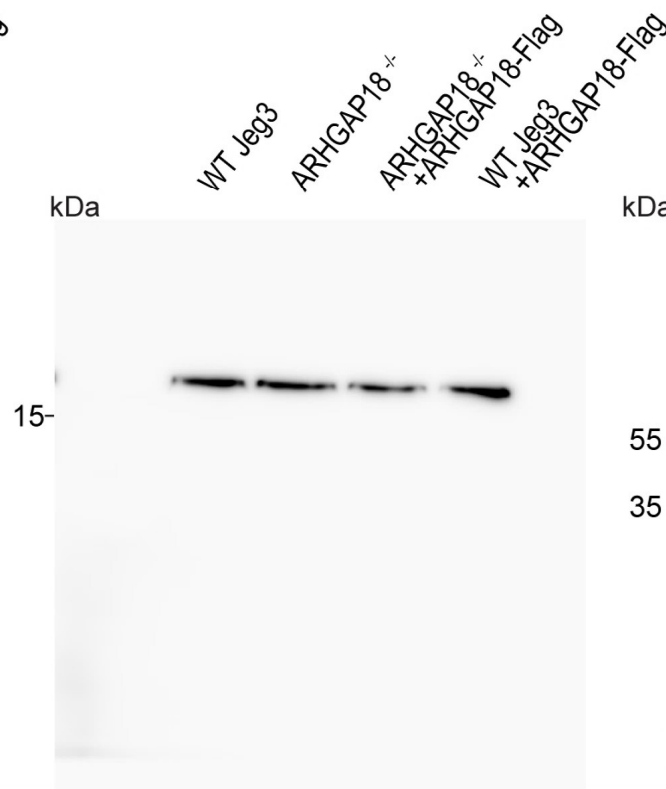

MLC

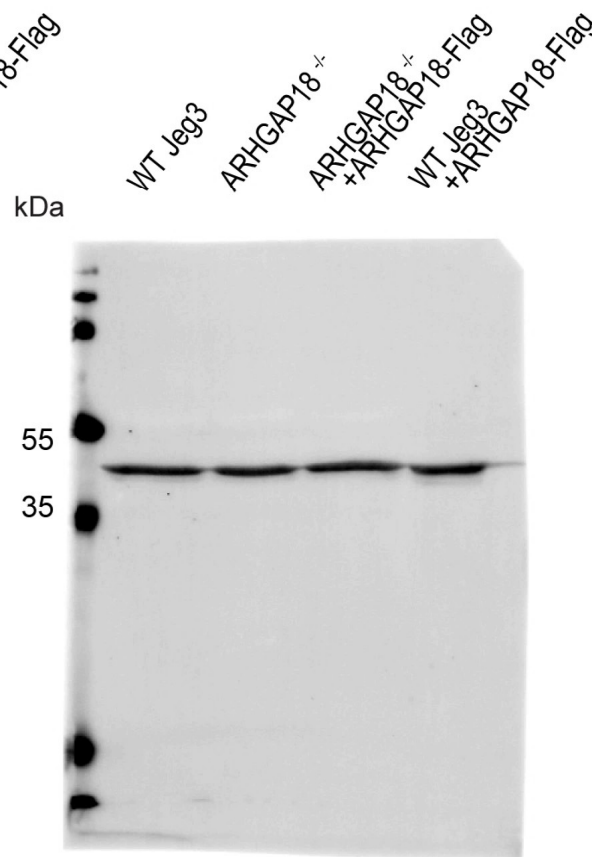

Actin

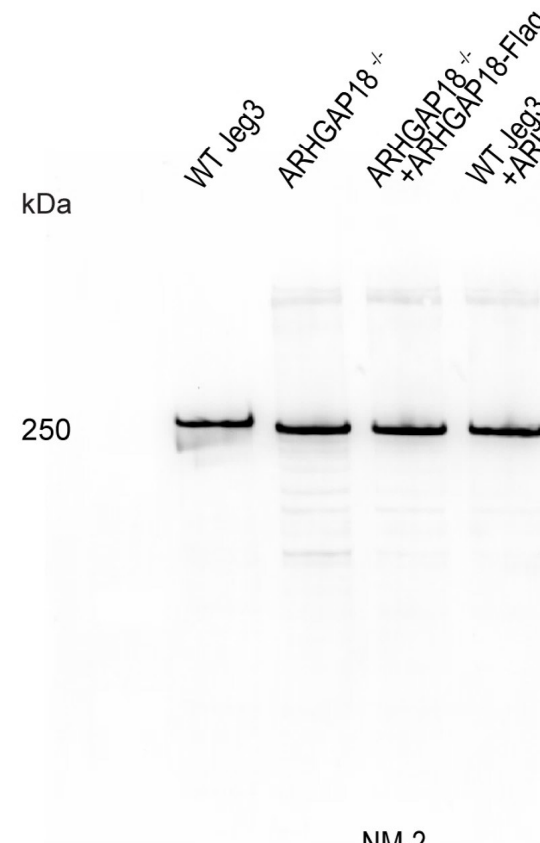

NM-2

Fig. 5A

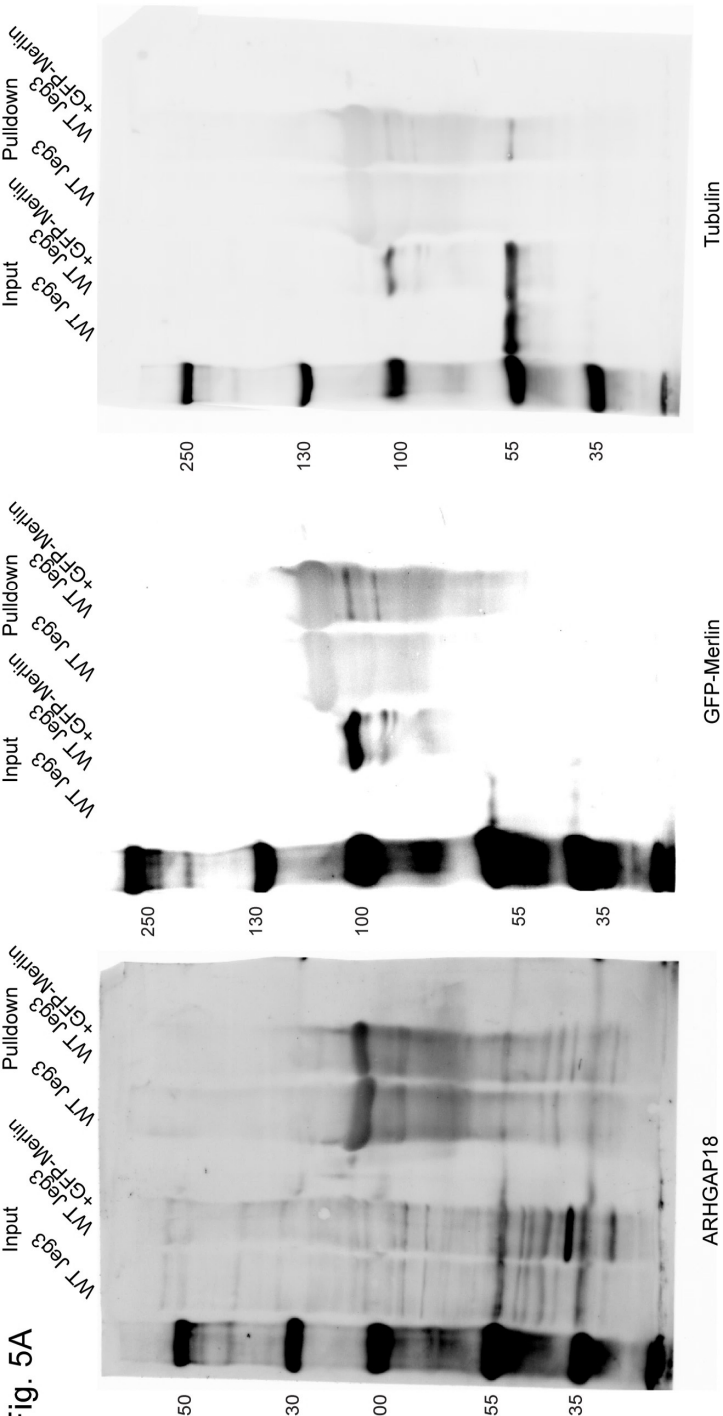

Fig. 5E

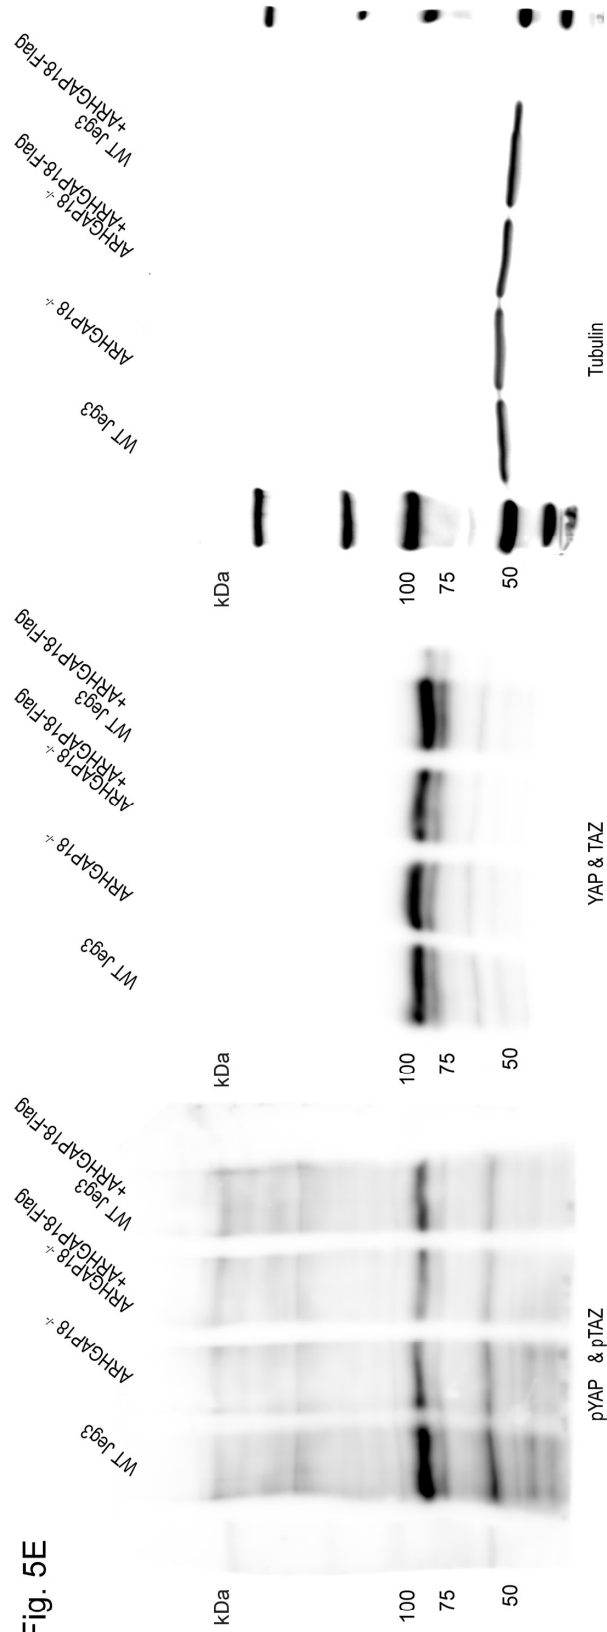

Fig. 5G

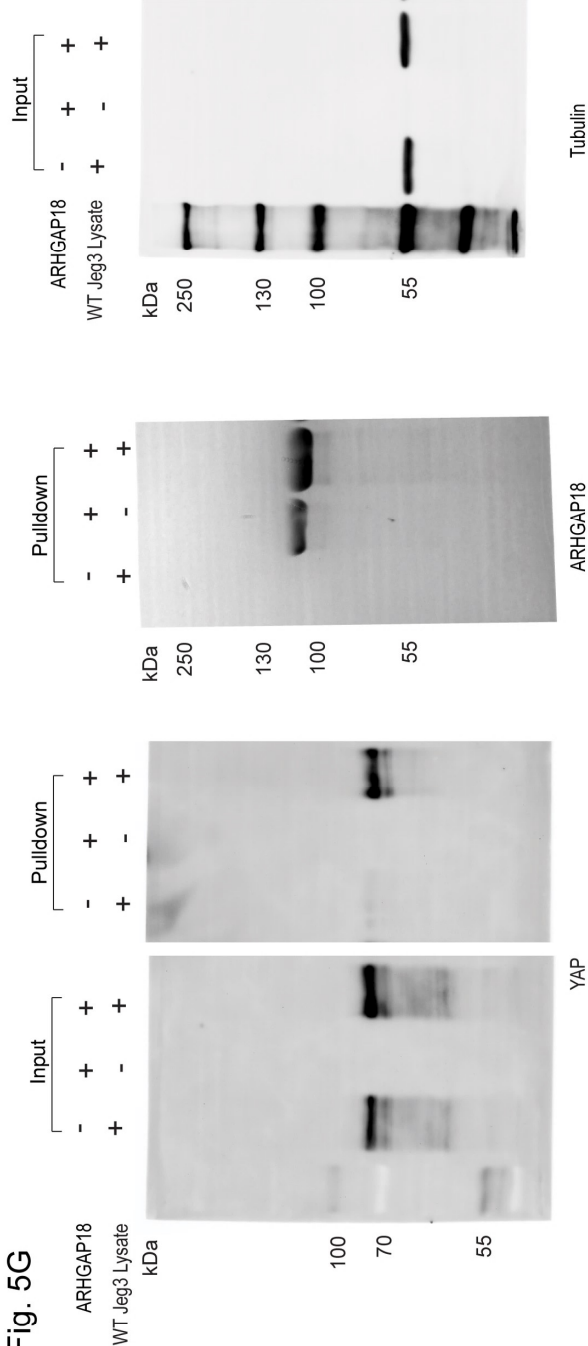

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

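Total RNA sequencing compared WT Jeg-3 cells with ARHGAP18 KO cells, 4 deposited libraries per genotype, each from a culture grown for 48 h to 80% confluency. According to the paper and the submitters' notes, the authors depleted ribosomal RNA, made stranded libraries, demultiplexed with bcl2fastq and ran nf-core/rnaseq with STAR alignment and Salmon quantification on GRCh38.p14. The annotation release is not stated. The deposited file holds estimated counts that the authors' Salmon step summed per gene, not scaled for library size or gene length, and 10.2% to 12.1% of the entries per library are not whole numbers. It lists 49163 genes by symbol. Of these, 5676 are numbered copies of a symbol (such as H19_1), of which 960 were tested and 11 called. Symbols were matched to RefSeq positions on GRCh38.p14 for 43146 genes (87.8%). No reads were processed here.

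Library totals were 31885248, 29541475, 27805274 and 23761617 in WT 1 to WT 4 (median 28673374.5) and 48390528, 18304823, 28299577 and 23082032 in KO 1 to KO 4 (median 25690804.5). At these totals a gene without counts in all 4 libraries of a genotype is given a limit of 3 counts over the genotype, which covers counting error only. No pair of libraries held duplicated columns.

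The 8 libraries were compared with edgeR 4.0.16 in R 4.3.3 after rounding the estimated counts, keeping genes with filterByExpr and scaling by TMM. The quasi-likelihood F-test was adjusted by Benjamini-Hochberg over the tested genes, and genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the paper's thresholds. Log2 CPM used a prior count of 2. This set of 8 libraries, the tests, the gene lists and most alternatives were fixed first. Replicates 2 to 4 of each genotype, which the colours of Fig. 3F and the counts of called genes later pointed to as the libraries of Fig. 3, were added as an alternative set after the data had been seen. Colours were read from the picture with Pillow 12.0.0 for 5 genes that the paper's text names.

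Principal components were taken of log2 CPM of the 500 most variable tested genes, and PC1 was compared between genotypes by a two-sided exact permutation test. For 29 gene lists, camera of limma 3.58.1 compared members with all other tested genes at a preset correlation of 0.01, adjusted over the lists, with an estimated correlation beside it. Fry of the same package tested the lists without that comparison, likewise adjusted. It is given for the YAP/TAZ target, Hippo, RhoGAP, integrin, WNT, BMP and TGF-beta, actin filament binding and junction lists. Its mixed test, for changes in either direction, is given for the integrin and cell proliferation lists. The lists cover YAP/TAZ target genes, Hippo pathway components, integrins, the focal adhesion plaque, actomyosin and stress fibers, actin filament binding proteins, microvilli and the apical cortex, cell-cell junctions, Rho GTPases, RhoGAP genes, SRF/MRTF target genes, syncytiotrophoblast, cytotrophoblast and extravillous trophoblast, cell proliferation, WNT, BMP and TGF-beta and Notch signaling, the hypoxia response, p53 target genes, the interferon response, leukocyte, endothelial and fibroblast markers, mitochondrially encoded mRNAs, linker and core histones, neighbours of ARHGAP18 on chromosome 6q, and the genes of Supplemental Table S1. The last were chosen by the paper from these samples. The lists were written from general knowledge after the paper's figures and supplement had been read.

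Genes were named by a rule fixed beforehand. It takes every gene the paper's text or volcano plot names as a result, and the 10 largest increases and 10 largest decreases among called genes with a mean log2 CPM of at least 3 whose KO libraries all lie on one side of the WT libraries. It adds up to 4 called members of each list with the largest change, or the 2 most abundant members where none is called, and products the paper discusses as protein. Values in the paper's figures had been seen when the rule was written.

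Alternatives were DESeq2 1.42.0, limma-voom, RLE or upper quartile scaling, no count filter or at least 10 counts in every library, replicates 1 to 3 only, the replicate number as a block, small and mitochondrial RNA genes left out, no minimum fold change, each library left out in turn, all tested genes in the principal components, and camera's estimated correlation. Added after the data were seen were replicates 2 to 4 with edgeR and with DESeq2, numbered copies summed, and chromosome 8 left out. All 35 splits of the 8 libraries into groups of 4, and all 10 splits of replicates 2 to 4, were fitted in the same way. The workflow was tested on simulated counts of 15165 genes, with 100 genes changed at each of 2 sizes. In all 8 simulated libraries edgeR recovered 35% of genes changed by 0.7 and 59% of genes changed by 1.5 on the log2 scale, with 6 false calls among 102, and DESeq2 recovered 57% and 80%, with 63 false calls among 204. The share of false calls depends on how many genes change, so it need not hold for the real data. A simulated list with shifted genes gave a camera p of 1.2e-28 (2.4e-05 with an estimated correlation) and one without a shift 0.50.

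Left out were the gene ontology and Ingenuity Pathway Analysis results, whose databases are not in the files, the RT-qPCR, and everything measured on proteins or by microscopy. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 wrote the remaining tables and figures.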

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

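All tests in this part, apart from Dixon's test, were chosen after the result they bear on had been seen.

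Genes of chromosome 8 were higher as a group in KO libraries, in data the paper does not report on. Their median log2 fold change was 0.350 over 290 genes, with an interquartile range of 0.250 to 0.456 and 94.1% above 0, while the medians of the other chromosomes lay between −0.057 and 0.058. The median per library was 0.189 in KO 1, 0.359, 0.417 and 0.423 in KO 2 to KO 4, and −0.017 to 0.027 in the WT libraries (exact permutation test, p = 0.0286). DESeq2's size factors gave a median of 0.349, but a size factor shifts all chromosomes alike, so this value cannot decide on the scaling. The medians of the other chromosomes, between −0.057 and 0.058, argue against scaling as the cause. A few strongly changed genes do not account for the shift, since the 25th percentile was 0.250. Since the chromosome was picked for its change, each split of the libraries was given its largest absolute median over 23 chromosomes. Of the 35 splits, 1, the real one, gave a value as high as 0.350, and the highest of the others was 0.258. This argues against a chance division of the libraries, but 1 of 35 is the smallest share that the splits allow, so chance is not excluded. By camera the group passed at the preset correlation (adjusted p = 1.3e-25) but not with an estimated one (0.25). Extra copies of the whole chromosome in the KO cells are a candidate explanation. Each of its 15 windows of 10 Mb had a positive median, the lowest being 0.278, and a gain from 3 to 4 copies would give 0.415, one from 4 to 5 copies 0.322 and one from 2 to 3 copies 0.585, which is above the median of every KO library. DNA was not sequenced, so the copy number itself is not known, and whether such a gain arose in the sorted cells or with the loss of ARHGAP18 cannot be read from these libraries. The lower median of KO 1 is not explained. Among 451 tested genes of chromosome 8, 42 were called higher.

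Dixon's test was applied to 286 groups of 4 libraries, and in 34 of them 1 library stood apart from the other 3 of its genotype. Chance gives about 1 in 20, or 14.3 groups. KO 1 was the library in 19 of the 34, WT 4 in 6, WT 3 in 3, WT 1 and KO 4 in 2 each, and WT 2 and KO 2 in 1 each.

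KO 1, which the paper's Fig. 3 leaves out, stood apart from KO 2 to KO 4 in 14 gene levels. It was higher for ITGA2 (7.98 CPM against 1.23 to 1.49), PXDN (17.6 against 7.28 to 8.26), ACTB (14915 against 8636 to 9091), CELF2 (9.42 against 5.28 to 5.47), TEAD1 (643 against 533 to 545), FLNA (1538 against 770.03 to 799.5), DSC3 (73.7 against 38.6 to 42.6), SFRP1 (122 against 62.3 to 69.9), GBP1 (7.06 against 4.84 to 4.98) and ANXA3 (0.258 against 0.0550 to 0.0882). It was lower for SCARA3 (22.8 against 44.6 to 47.3), MAGED1 (13.6 against 28.0 to 30.0), HAPLN1 (12.3 against 15.3 to 15.6) and SDK2 (6.00 against 10.3 to 11.0). The median of log2 CPM relative to WT was higher in KO 1 for Hippo pathway components (0.103 against −0.144 to −0.104), the focal adhesion plaque (0.149 against −0.133 to −0.0975), actomyosin and stress fibers (0.253 against −0.0345 to −0.0252) and actin filament binding proteins (0.0823 against −0.0800 to −0.0541), and lower for the hypoxia response (−0.103 against 0.188 to 0.204).

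RNA from WT cells in KO 1 does not account for this, since over 28 genes nearly absent from KO 2 to KO 4 the median share of the WT level added in KO 1 was 0.616%, and ACTB lay above the highest WT library (11179 CPM). SRF/MRTF target genes were higher in KO 1 than in KO 2 to KO 4 by a median of 0.605 on the log2 scale, above 10000 random lists of the same size, and YAP/TAZ target genes by 0.379 (percentile 99.99). Other lists lay as far out among random lists, namely p53 target genes (0.317), BMP and TGF-beta signaling (0.242), the focal adhesion plaque (0.242) and actomyosin and stress fibers (0.229) above all of them, and the hypoxia response (−0.234) and mitochondrially encoded mRNAs (−0.583) below all of them. The last were also low in WT 1 against the other WT libraries (−0.646), so they are not particular to KO 1. Ribosomal RNA left after depletion, precursor and mature entries together, took 2.43% of the counts in KO 1 and 0.839% to 1.45% in KO 2 to KO 4. Higher SRF/MRTF and YAP/TAZ target RNA in this culture is thus a candidate explanation for a part of the difference only, and the values do not single these pathways out. KO 1 thinned to 18309754 counts, about the total of KO 2, still had 14885 CPM of ACTB, but thinning keeps CPM the same on average, so this does not decide on sequencing depth. A difference in library preparation, in density, in serum or in the cell clone was not tested. These all remain open.

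WT 4 stood apart for SCARNA10 (61.4 CPM against 19.5 to 23.6 in the other WT libraries), RPPH1 (1725 against 579 to 748) and its numbered copy RPPH1_1 (1713 against 576 to 752), H2AC18 (765 against 464 to 501), the share of counts from RPPH1 (0.341% against 0.119% to 0.153%) and the share from the 10 most abundant genes (7.72% against 6.08% to 6.18%). WT 1 stood apart for CAV1 (161 against 116 to 119.9 CPM) and EZR (579 against 486 to 493), WT 2 for WWTR1 (50.8 against 44.9 to 45.6), and WT 3 for H1-3 (16.7 against 16.4 to 16.4), JAG1 (7.60 against 5.80 to 5.95) and CYP7B1 (4.10 against 3.19 to 3.27). KO 4 stood apart for CYP7B1 (0.573 against 1.01 to 1.101) and CCBE1 (0.0441, with no counts in the other KO libraries), and KO 2 for the median of the Supplemental Table S1 genes (−0.844 against −0.680 to −0.661).

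Small structured RNAs took a larger share of counts in KO than in WT libraries. The paper's text does not discuss them, and its supplement lists RN7SK and SCARNA13 as higher among the targets of a predicted regulator. 7SL RNA took 3.32% on average in KO and 1.37% in WT libraries, 7SK 1.34% and 0.881%, RPPH1 0.616% and 0.184%, RMRP 0.277% and 0.139%, and snoRNA and scaRNA genes 0.0849% and 0.0372% (exact permutation test, p = 0.0286 each, 8 shares compared and not adjusted). Ribosomal RNA, precursor and mature entries together (1.48% and 1.14%, p = 0.457), and mitochondrial RNA (0.652% and 0.821%, p = 0.2) did not pass the same exact test. No explanation was tested.

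DTX3L had 127, 99, 78 and 75 counts in WT 1 to WT 4 and none in any KO library, which is at least 132-fold lower at a limit of 3 counts over the KO libraries. The paper does not discuss this gene.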

How the results depend on the processing

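Counts are given where they moved by more than 1.5 times, and other values where they crossed a threshold. The cause was not tested unless named.

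In all 8 libraries edgeR called 529 genes, 321 higher and 208 lower. DESeq2 called 933, 561 and 372, of which 522 were shared. No minimum on the fold change gave 886, 515 and 371, by construction. Replicates 1 to 3 of each genotype gave 69, 35 and 34 with edgeR. Without a count filter 211 were higher, and with the replicate number as a block 208. Replicates 2 to 4 with DESeq2, an alternative added later, gave 919, 551 and 368. With 1 library left out, the calls ranged from 242 to 651, those higher from 136 to 397 and those lower from 106 to 254. Without WT 2 the calls were 292, without WT 3 242, without KO 2 290, without KO 3 321 and without KO 4 301. The other counts stayed within 1.5 times. Among them were limma-voom with 518, RLE scaling with 532, upper quartile scaling with 529, at least 10 counts in every library with 584, small and mitochondrial RNA left out with 513, and the added alternatives with 670 (replicates 2 to 4), 774 (copies summed) and 465 (chromosome 8 left out).

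With the replicate number as a block, 355 genes were called, 208 higher and 147 lower, and 300 were shared with the unpaired fit. Same-number libraries correlated at 0.14, 0.11, 0.04 and 0.03 over 9455 genes. The WT library of the same number was the closest to KO 1, KO 2 and KO 3, while WT 3 was closest to KO 4 (0.07). All these correlations are weak, so they do not decide whether the numbers pair the libraries.

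Of the 29 gene lists, 8 were called in all 8 libraries, 1 with an estimated correlation, 15 in replicates 2 to 4 (added later), and 6 to 13 with 1 library left out. The 1 with an estimated correlation was the list of Supplemental Table S1 genes, picked by the paper from these samples. It is also among the 8 and the 15. PC1 did not separate the genotypes in all 8 libraries (exact permutation test, p = 0.229), but did with all tested genes (p = 0.0286) and, as an added alternative, with numbered copies summed (p = 0.0286). With 1 library left out its exact p ranged from 0.11429 to 0.65714.

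Of 2266 values of the 104 named genes under alternatives, 1941 kept the call or its absence (51 of these with the other sign, none called), 287 lost the call, 35 gained it and 3 changed sign and were called. All 3 were ITGA2, 0.11 in all 8 libraries, −1.0763 (without KO 1) to 0.36358 with 1 library left out, −1.0948 in replicates 2 to 4 and −1.1065 there with DESeq2, and KO 1 held 371 of its KO counts against 27 to 34 in the others. Few counts left ANKRD1 (4 to 6 in WT libraries) outside edgeR's filter, while DESeq2 gave it a log2 fold change of 2.07 (adjusted p = 0.034) in all 8 libraries and 1.39 (adjusted p = 0.36) in replicates 2 to 4.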

Differences from the paper's values

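The paper's total of differentially expressed genes is 889, and edgeR on all 8 libraries called 529 at the paper's thresholds. The paper's count of upregulated genes is 551, against 321, and its count of downregulated genes is 368, against 208. Among the alternatives set before the data were examined, the total and both directions came within 1.5 times of the paper's with DESeq2 on all 8 libraries (933, 561 and 372), DESeq2 on replicates 1 to 3 (666, 376 and 290), edgeR without KO 1 (651, 397 and 254) and no minimum on the fold change (886, 515 and 371). At least 10 counts in every library did so for the upregulated genes (386). The others set beforehand did not. Replicates 2 to 4 (670, 400 and 270 with edgeR) and numbered copies summed (774, 480 and 294) also came within it, but were chosen after seeing the values. DESeq2 on replicates 2 to 4, likewise chosen after seeing the values, gave 551 and 368, the paper's counts for both directions. These add up to 919.

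For PXDN, the paper's log2 fold change is about −3.2 in Fig. 3B, read by eye, against −2.71 in all 8 libraries. Among the alternatives set before the data were examined, only the fit without KO 1 came within the error. Replicates 2 to 4 (−3.14) and the same with DESeq2 (−3.15) did so as well, and were chosen after seeing the values. For CAV1, the paper's value is about 1.1 in Fig. 3B, read by eye, against 0.97. Here the fits without WT 1 and without KO 1 came within the error, as did replicates 2 to 4 (1.14) and the same with DESeq2 (1.13), both chosen after seeing the values. H1-3, SCARA3 and PLCL1 did not differ from their place in Fig. 3B.

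The paper describes 2 separate clusters of samples in its PCA. In replicates 2 to 4, PC1 held 24.0% of the variance and put each KO library above each WT library, and in all 8 libraries WT 1 (10.1) lay above KO 1 (−20.4) and KO 4 (−8.20). All tested genes, or numbered copies summed, separated the genotypes there. With numbered copies summed in replicates 2 to 4, PC1 held 55.2% of the variance, with WT libraries at −24.9 to −19.7 and KO libraries at 19.0 to 26.4.

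The network of Supplemental Figure S1 draws ARHGAP18 as decreased, while its RNA had a log2 fold change of −0.02 (adjusted p = 0.91 from edgeR) in replicates 2 to 4 and −0.07 (adjusted p = 0.61) in all 8 libraries. The paper's methods name a tool that predicts activity states depending on ARHGAP18. The drawn state need not be an RNA level, so these are unlike measures.

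Of the 10 actin, myosin, integrin and adhesion genes that the paper's text names as changed, all 10 were called in replicates 2 to 4 by edgeR. In all 8 libraries ITGA2 (0.11, adjusted p = 0.95), MYO10 (0.497, under the minimum of 0.5), ITGB4 (−0.498, likewise) and TNS1 (−1.24, adjusted p = 0.052) were not called by edgeR. Among the alternatives set before the data were examined, ITGA2 was called without KO 1. MYO10 was called without WT 1, WT 2 or KO 1 and with upper quartile scaling, and ITGB4 without KO 1, with limma-voom and with the replicate number as a block. TNS1 was called with DESeq2 (−1.25, adjusted p = 0.00040), with DESeq2 on replicates 1 to 3, with at least 10 counts in every library and without WT 1 or WT 4. Of the alternatives chosen after seeing the values, MYO10 was also called with chromosome 8 left out and TNS1 with numbered copies summed.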

Other observations

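Of the tests in this part, the counts of splits of all 8 libraries were set before the data were examined, and the other tests of explanations were chosen after the result had been seen.

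Of 23 tested syncytiotrophoblast genes, 8 were higher and none lower in all 8 libraries (15 higher when adjusted over the list alone), and 4 were higher in replicates 2 to 4 (13 higher when adjusted over the list alone). CGA, the gene of the alpha subunit of chorionic gonadotropin, rose from 83.7 ± 4.43 to 186 ± 38.9 CPM (SD, n = 4), a log2 fold change of 1.15 (SE 0.14, adjusted p = 0.0056 from edgeR). PGF, the gene of placental growth factor, had 0.92 (SE 0.075, adjusted p = 0.0015) and was chosen after its value was seen. PSG9, PSG2 and GDF15 had log2 fold changes of 2.37, 2.02 and 0.97 (adjusted p = 0.031, 0.030 and 0.036), and each of these calls ended with 1 library left out, at an adjusted p of up to 0.11. For PSG9 this was WT 2, WT 3, WT 4, KO 1, KO 2 or KO 3, for PSG2 any other than WT 2, and for GDF15 any other than KO 1 and KO 3. The median of the list was 0.865, 0.888, 0.551 and 0.542 in KO 1 to KO 4 and −0.061 to 0.100 in WT libraries (exact permutation test, p = 0.0286, 0.104 adjusted over the lists). The set passed camera in all 8 libraries (adjusted p = 3.4e-13) and in replicates 2 to 4 (7.4e-09), but not with an estimated correlation (0.19 and 0.22).

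Of 16 extravillous trophoblast genes, ITGA1 was called higher in all 8 libraries (6 when adjusted over the list alone), and the set passed camera (adjusted p = 0.00033, 0.19 with an estimated correlation, median 0.49). Of 22 cytotrophoblast genes, HAND1 was lower (log2 fold change −1.04, adjusted p = 0.0017), and the set did not pass (0.094, and 0.011 without KO 1). Notch signaling passed in all 8 libraries (adjusted p = 0.012, 0.19 estimated, median 0.29), as did the hypoxia response (0.0039, 0.67 estimated, median 0.14). Of 28 p53 target genes, PMAIP1 (log2 fold change 1.30, adjusted p = 0.017) and GDF15 were higher, and the set passed (8.1e-08, 0.41 estimated, median 0.24). The call of PMAIP1 ended without WT 2, KO 3 or KO 4 (adjusted p = 0.051 to 0.052).

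Of 21 genes of the interferon response, GBP2 and GBP1 were higher in all 8 libraries (log2 fold changes 1.07 and 0.86, adjusted p = 0.012 and 0.040), and the call of GBP1 ended whichever library was left out. The set did not pass (0.19). Of 9 leukocyte markers, IL2RB and CSF2RB were higher (log2 fold changes 1.104 and 0.58), and the set did not pass (0.069, and 0.031 without KO 1). Their calls ended without WT 2 or WT 3, and that of CSF2RB also without WT 1, KO 2, KO 3 or KO 4. Of 10 fibroblast markers, TWIST1 was higher (log2 fold change 2.23, adjusted p = 0.0027), and the set did not pass (0.93). Among 4 endothelial markers edgeR called none in all 8 libraries (2 higher when adjusted over the list alone), CDH5 having 1.07 (adjusted p = 0.080, and 0.00080 from DESeq2) and ENG 0.27 (adjusted p = 0.47). Their set passed (0.045, 0.39 estimated) except without WT 2, WT 3, WT 4 or KO 2 (0.051 to 0.12). The 13 mitochondrially encoded mRNAs did not pass (0.11, median −0.32) except without WT 1, WT 4 or KO 4 (0.0021 to 0.025), COX1 having −0.32 (adjusted p = 0.46). The 37 core histone genes passed (0.034, 0.82 estimated, median 0.14) with no member called by edgeR and 4 by DESeq2, and the call ended without any 1 library other than WT 4 and KO 1 (adjusted p = 0.055 to 0.36). The 7 linker histones did not pass (0.80), nor did the 7 neighbours of ARHGAP18 on chromosome 6q (0.15, median −0.26).

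EdgeR did not call several genes of products that the paper measures as protein in all 8 libraries. ACTB had a log2 fold change of 0.10 (adjusted p = 0.86), ACTG1 0.64 (adjusted p = 0.10, but called by DESeq2 at 0.638, adjusted p = 0.0041), MYL12A 0.09 (adjusted p = 0.75) and MYL12B 0.21 (adjusted p = 0.16).

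The largest decreases and increases that met the naming rule also include LOXL2 on chromosome 8 (log2 fold change −1.47 in all 8 libraries), LOC124905022 (−1.36, a call that ended without WT 2, WT 3, KO 2 or KO 4), H19_1 (−2.12, a call that ended without any 1 library other than KO 2), SNORD17 (1.32) and SNORD3A (1.95, a call that ended without any 1 library other than WT 4 and KO 1). CYP7B1, also on chromosome 8, was named as a gene of Supplemental Table S1 and had −1.86.

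Some entries of the file were seen in 1 genotype alone or nearly so. ARL14EP had 68, 56, 69 and 44 counts in WT 1 to WT 4 and none in KO libraries, at least 82.6-fold lower at a limit of 3 counts over the genotype. LOC124903450 had none in WT libraries and 119, 37, 70 and 64 counts in KO 1 to KO 4, at least 92.5-fold higher. The numbered copy NDUFA3_8 was at least 945-fold higher, but counts of a gene can be divided differently among its numbered entries. This value therefore holds for the entry and does not give the level of the whole gene NDUFA3. ITPR3 had 54 to 80 counts in WT libraries and 2 in all KO libraries together, a ratio of 137 (95% counting interval 37.5 to 1136), and ZNF844 38 to 51 and 1, a ratio of 187 (33.1 to 7429). These genes were chosen after their values were seen.

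For the colours of the actin binding heat map, which the paper's methods describe as drawn from log2-transformed normalized values, 4 kinds of values were tested (5 genes, 6 columns per gene). Deposited counts that were not scaled for library size followed the colours with a mean r of 0.9999 and their log2 values with 0.9938, so unscaled counts may underlie the picture. Scaled counts reached at most 0.8042 under any assignment of libraries and their log2 values at most 0.8063 (0.6878 and 0.7116 for the columns that matched best), which argues against both. Row scaling would not change these correlations, and other normalizations were not tried. The colours of the other heat maps were not read.

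Of the 35 splits of all 8 libraries, only the real one (1 of 35) gave 529 called genes, and the highest other gave 6. This argues against a chance division, though 1 of 35 is the smallest share that the splits allow. For the number of called lists, 16 of the 35 splits gave 8 or more, with up to 16 in another split, so chance cannot be excluded for that number. In replicates 2 to 4, 670 genes and 15 lists were called, against at most 11 genes and 7 lists in the other splits. The real split was 1 of 10, too few for a share under 0.05.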
